# Transcriptional Response to Lactic Acid Stress in the Hybrid Yeast Zygosaccharomyces parabailii

**DOI:** 10.1128/AEM.02294-17

**Published:** 2018-02-14

**Authors:** Raúl A. Ortiz-Merino, Nurzhan Kuanyshev, Kevin P. Byrne, Javier A. Varela, John P. Morrissey, Danilo Porro, Kenneth H. Wolfe, Paola Branduardi

**Keywords:** RNA-seq, Zygosaccharomyces parabailii, hybrid, lactic acid, stress response, yeasts

## Abstract

Lactic acid has a wide range of applications starting from its undissociated form, and its production using cell factories requires stress-tolerant microbial hosts. The interspecies hybrid yeast Zygosaccharomyces parabailii has great potential to be exploited as a novel host for lactic acid production, due to high organic acid tolerance at low pH and a fermentative metabolism with a high growth rate. Here we used mRNA sequencing (RNA-seq) to analyze Z. parabailii's transcriptional response to lactic acid added exogenously, and we explore the biological mechanisms involved in tolerance. Z. parabailii contains two homeologous copies of most genes. Under lactic acid stress, the two genes in each homeolog pair tend to diverge in expression to a significantly greater extent than under control conditions, indicating that stress tolerance is facilitated by interactions between the two gene sets in the hybrid. Lactic acid induces downregulation of genes related to cell wall and plasma membrane functions, possibly altering the rate of diffusion of lactic acid into cells. Genes related to iron transport and redox processes were upregulated, suggesting an important role for respiratory functions and oxidative stress defense. We found differences in the expression profiles of genes putatively regulated by Haa1 and Aft1/Aft2, previously described as lactic acid responsive in Saccharomyces cerevisiae. Furthermore, formate dehydrogenase (*FDH*) genes form a lactic acid-responsive gene family that has been specifically amplified in Z. parabailii in comparison to other closely related species. Our study provides a useful starting point for the engineering of Z. parabailii as a host for lactic acid production.

**IMPORTANCE** Hybrid yeasts are important in biotechnology because of their tolerance to harsh industrial conditions. The molecular mechanisms of tolerance can be studied by analyzing differential gene expression under conditions of interest and relating gene expression patterns to protein functions. However, hybrid organisms present a challenge to the standard use of mRNA sequencing (RNA-seq) to study transcriptional responses to stress, because their genomes contain two similar copies of almost every gene. Here we used stringent mapping methods and a high-quality genome sequence to study the transcriptional response to lactic acid stress in Zygosaccharomyces parabailii ATCC 60483, a natural interspecies hybrid yeast that contains two complete subgenomes that are approximately 7% divergent in sequence. Beyond the insights we gained into lactic acid tolerance in this study, the methods we developed will be broadly applicable to other yeast hybrid strains.

## INTRODUCTION

Species belonging to the *Zygosaccharomyces bailii sensu lato* clade have a remarkable resilience against stress induced by weak acids, some of which are widely used as food preservatives or are versatile chemical platforms (1, 2). Therefore, on the one hand, these yeasts represent a challenging problem in the food industry because they are often found as contaminants in production pipelines for wine, high-sugar products, and canned foods. On the other hand, they are promising cell factories for biotechnological applications involving organic acids that can be produced by microbial fermentation (3, 4) or released by lignocellulosic pretreatment of biomass (5).

Lactic acid is one of the useful organic acids that can be produced by yeasts as a microbial factory. This compound has a wide range of industrial applications, including food preservation, additives, and pharmaceuticals (6), and the potential to be used for bioplastic production from a renewable source (7). Natural fermentation by lactic acid bacteria has long been the main source of industrial lactic acid production (8). Despite important progress using lactic acid bacteria (9), some of these organisms have complex nutritional requirements posing a negative impact on cost effectiveness and on product purity (10). Moreover, operational costs are also increased by the need to convert lactate to lactic acid, which is not the case with engineered yeast cells cultivated at pH well below the pK_a_ of lactic acid (3.78) (7, 11). The production of several weak organic acids, including lactic acid, has reached the industrial scale (4), but there is still room for further production improvement by enhancing production host robustness and/or exploiting novel microbial hosts. Therefore, understanding the mechanism of weak acid tolerance in non-Saccharomyces yeasts such as Zygosaccharomyces is important for the future development of ultraefficient production platforms in which these yeasts are genetically engineered to produce lactic acid.

The mechanisms of weak acid stress tolerance and response have been studied extensively in the model yeast Saccharomyces cerevisiae (12–16). However, this knowledge is far from complete and cannot be applied easily to non-Saccharomyces species. Previous research on tolerance to weak organic acids revealed the capability of *Z. bailii sensu lato* to catabolize acetic and benzoic acids even in the presence of glucose (17, 18). In addition, different Z. bailii strains display specific adaptation traits such as the ability to modulate their cell wall and membrane composition in order to decrease the influx of weak acids (19, 20).

Importantly, the *Z. bailii sensu lato* clade is characterized by substantial genetic diversity. Some strains that were previously considered to be Z. bailii were reclassified in 2013 into two new species called Zygosaccharomyces parabailii and Zygosaccharomyces pseudobailii (21). The name *Z. bailii sensu lato* is used to refer to the species complex that includes these two new species as well as other strains that were not reclassified (Z. bailii sensu stricto). The widely studied strains CLIB213^T^ and IST302 are *Z. bailii sensu stricto* (22, 23). The strains ATCC 60483 (used in this study) and ISA1307 are Z. parabailii, which is a hybrid that was formed naturally by mating between *Z. bailii sensu stricto* and an unidentified Zygosaccharomyces species (24, 25). Z. parabailii genomes contain two copies of almost every gene, differing by 7% in nucleotide sequence on average (25). These genes are referred to as homeologs because they are derived from different organisms; homeologs, or homoeologs, are a particular type of paralog (duplicated gene) (26).

We are exploring the possibility of using Z. bailii sensu lato species as alternative yeast hosts for lactic acid production. We focused on Z. parabailii strain ATCC 60483 because our previous work demonstrated its high tolerance to lactic acid at low pH, characterized by growth without any detectable lag phase or acid consumption (20), under microaerobic conditions. These natural characteristics are promising in terms of possible exploitation for organic acid production, and the potential to develop commercial strains will be enhanced when the molecular basis of its unusual tolerance to low pH, high inhibitor concentrations, and other traits of interest are clarified. As a preliminary step toward metabolic engineering, in this study we sought to investigate the molecular mechanisms of lactic acid tolerance in ATCC 60483 by means of mRNA sequencing (RNA-seq). In general, we found that the Z. parabailii transcriptome responds to lactic acid stress by inducing genes related to oxidative stress response and iron homeostasis in a different way than S. cerevisiae does. In addition, Z. parabailii modulates the transcription of genes related to the cell wall, in agreement with our previous data.

## RESULTS

### Transcriptional profile of Z. parabailii homeolog pairs and duplicated genes in lactic acid stress.

In our previous study, we found that Z. parabailii ATCC 60483, when treated with 40 g liter^−1^ of lactic acid during microaerobic fermentation of glucose, neither consumes the lactic acid nor exhibits a reduction in cell viability, although we could observe acid-induced phenotypic and morphological changes (20). During the fermentation, both control and lactic acid-treated cells consumed glucose and produced ethanol as the main metabolite. No other fermentation metabolites were detected at the end of fermentation. The cells treated with lactic acid showed a 25% reduction in growth rate and a 15% reduction in final biomass titer. In addition, the specific glucose consumption rate was 13% lower than that under a control condition. The yields of ethanol at the end of fermentation were similar under both conditions (20). Our aim here was to study the transcriptional response of Z. parabailii when exposed to a high concentration of lactic acid.

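The transcriptomes were measured by RNA sequencing of rRNA-depleted libraries from bioreactor cultures of the study's Z. parabailii strain, a hybrid whose A genes come from Z. bailii and whose B genes come from another Zygosaccharomyces species. Cultures were grown at pH 3 with 40 g liter^-1 lactic acid or without it. From them 3 libraries were made for each of 4 groups: control and lactic acid at 18 h, in exponential phase, and at 42 h, after the diauxic shift. The samples were taken in triplicate from the fermentation, so the p-values below measure only the spread among these samples, which may be technical. The authors aligned the reads with Bowtie 1.1.2 without mismatches, so that A and B copies could be told apart, and counted them per gene with htseq-count 0.6.0. One control library at 18 h (replicate 2) holds 4606 counts and was left out by the authors. The values below use the other 11 libraries, with n = 2 for control at 18 h and n = 3 for every other group. Their total counts were 13464995 and 17565769 in control at 18 h, 11697681 to 14173758 in lactic acid at 18 h, 8979873 to 13289386 in control at 42 h, and 11205049 to 14403304 in lactic acid at 42 h. The paper gives 5.9 M reads for the library left out and a mean of 30.5 M for the others, and the values here use the counts assigned to genes. Why the library left out holds so few counts for its reads is not known. Counts relative to the library size (CPM) were scaled with the TMM method of edgeR, which gave the authors' own normalized values. Genes with at least 1 CPM in 3 libraries of a condition were kept, 9683 in all, and lactic acid was compared with control at each time by edgeR's quasi-likelihood test, two-sided, in a single model. A gene is called upregulated or downregulated at an adjusted p below 0.05 and an absolute log2 fold change of at least 1. Changes past the adjusted p alone are called higher or lower. By that measure 3442 of the 9683 genes were higher and 3413 lower at 18 h, and 2730 and 3215 at 42 h. Counts from a gene list are to be read against these shares. The error after a log2 ratio change by limma is its standard error (SE) from the model. The error after an edgeR log2 fold change is an approximate SE. It is the absolute log2 fold change divided by the square root of the test's F statistic. Adjusted p-values are printed for the leading values of each passage and wherever they exceed 0.01. With TMM the median log2 fold change of all genes was 0.0684 at 18 h and -0.0593 at 42 h. With library totals alone it was 0.285 and -0.386, so small changes depend on the scaling. Coordinates are those of the assembly ASM198439v2 of the same strain.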

We compared the transcriptomes of Z. parabailii ATCC 60483 cultures grown in the presence and absence of lactic acid (40 g liter^−1^), at time points (18 h and 42 h) specifically chosen to ascertain comparable growth kinetics and exclude growth phase-related bias (Fig. 1). After normalizing and filtering the raw RNA-seq read counts, we detected expression for >95% of the Z. parabailii genes under at least one condition, including 36 genes that were transcribed only in lactic acid and 31 that were transcribed only under control conditions (Table 1; see Tables S1 and S2 in the supplemental material).

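Most genes found in only 1 condition had low counts. L05300_N, predicted to encode an epoxide hydrolase, had 0.254 ± 0.108 CPM in control at 18 h (SD, n = 2) and 4.00 ± 1.15 CPM in lactic acid (n = 3). At 42 h it had 0.26 ± 0.243 and 2.22 ± 0.932 CPM (n = 3). A10020_N, a homolog of the FIT2 gene for a cell wall mannoprotein that retains siderophore iron, had 0.0825 ± 0.0168 CPM in control at 42 h and 2.55 ± 0.659 CPM in lactic acid. Among the genes found in control only were A00140_N, related to L-lactate dehydrogenase (2.57 ± 0.654 CPM in control and 0.499 ± 0.087 CPM in lactic acid at 42 h), and K04960_A, a homolog of the oligopeptide transporter gene OPT1 (4.97 ± 0.175 and 0.666 ± 0.333 CPM). Copies of NDJ1 and REC114, for meiotic chromosome pairing and recombination, were in this set too. NDJ1 had 3.24 CPM in control and 0.397 CPM in lactic acid at 42 h for A02950_B, and 2.91 and 0.541 CPM for C03800_A. REC114 had 1.80 and 0.788 CPM for A01200_B, and 2.12 and 0.699 CPM for E02670_A. Of 37 tested genes of meiosis and spore formation 5 were higher and 16 lower at 18 h and 14 higher and 11 lower at 42 h over all genes tested (5 and 16, and 15 and 11, over the list alone). On library totals without TMM 8 were higher and 13 lower at 42 h, and without control replicate 3 at 18 h 6 were lower at 18 h. These examples were chosen after the values were seen. By the filter on CPM, 9647 genes (95.7%) were expressed in control, 9652 (95.7%) in lactic acid, 9616 in both and 9683 (96.0%) in either, with 31 in control only and 36 in lactic acid only. Membership depends on the number of libraries: G00240_N had 10.2 ± 1.31 CPM in control and 12.2 ± 2.72 CPM in lactic acid at 18 h, but only 2 control libraries remain at that time. Leaving out a control library at 42 h (replicate 1, 2 or 3) gave up to 73 genes in lactic acid only and as few as 14 in control only. Leaving out a lactic acid library at 42 h (replicate 1, 2 or 3) gave up to 69 in control only.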

**FIG 1:**
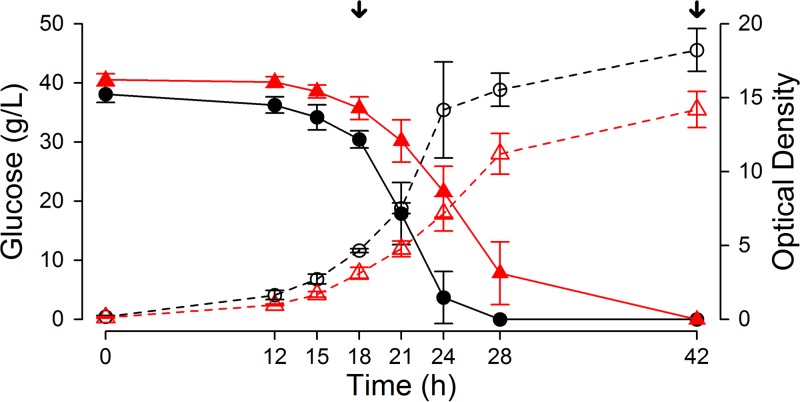
Z. parabailii fermentation profile. Batch bioreactor fermentation was performed in Verduyn medium at pH 3 with the addition of 40 g liter^−1^ lactic acid (red lines) or without lactic acid (black lines). The samples for RNA sequencing were taken at 18 h and 42 h (indicated by arrows), corresponding to exponential phase and postdiauxic shift. Solid lines represent the glucose consumption over time, while dashed lines represent the corresponding OD_660_ values.

**TABLE 1:** General overview of the Z. parabailii transcriptional profile^*a*^

Category	No. of genes			
	Control condition	Lactic acid condition	Intersect	Union
Expressed	9,647	9,652	9,616	9,683
Condition specific	31	36	0	67
No evidence of expression^*b*^	438	433	402	469

a The numbers of genes in each category of expression are shown for each condition. After the RNA-seq counts were filtered and normalized, genes were categorized based on their expression profiles under both conditions, with the data pooled from the two time points. Genes showing condition-specific expression only under control conditions, or only in lactic acid, are listed in Tables S1 and S2 in the supplemental material.

b This category includes genes that were discarded by the filtering procedure and genes with no read counts.

We used stringent mapping of RNA-seq reads to the genome (see Materials and Methods), in order to capture expression differences between homeologous gene pairs even when they are highly similar in sequence. About 82% of the 10,072 genes in the Z. parabailii nuclear genome show the pattern characteristic of hybrid genomes, forming pairs of A and B homeologs, where the A gene came from one parent in the hybridization and the B gene came from the other (25). Most of the remaining loci in the genome are also present in two copies, but are either A:A or B:B pairs due to loss of heterozygosity after hybridization (25). 

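The expression ratio A/(A+B) was computed here for 2622 A:B pairs, the pairs in the parts of the authors' annotation and homeolog tables used here (2646 pairs) with values in every group. The other pairs were not analysed here. As in the paper, each gene's TMM-scaled counts were divided by its coding length and averaged over the libraries of a group, so that a ratio of 0.5 means equal expression of both homeologs. A change of the ratio was also tested pair by pair, for the 2604 pairs with at least 10 counts in every library. The log2 of A over B was computed in each library after adding 0.5 to both counts, and compared between lactic acid and control at each time by limma, two-sided.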

We calculated the ratio of expression between the A and B homeologs for each of 4,136 A:B gene pairs as described in Materials and Methods (Fig. 2). All but 21 gene pairs showed evidence of expression of both homeologs.

**FIG 2:**
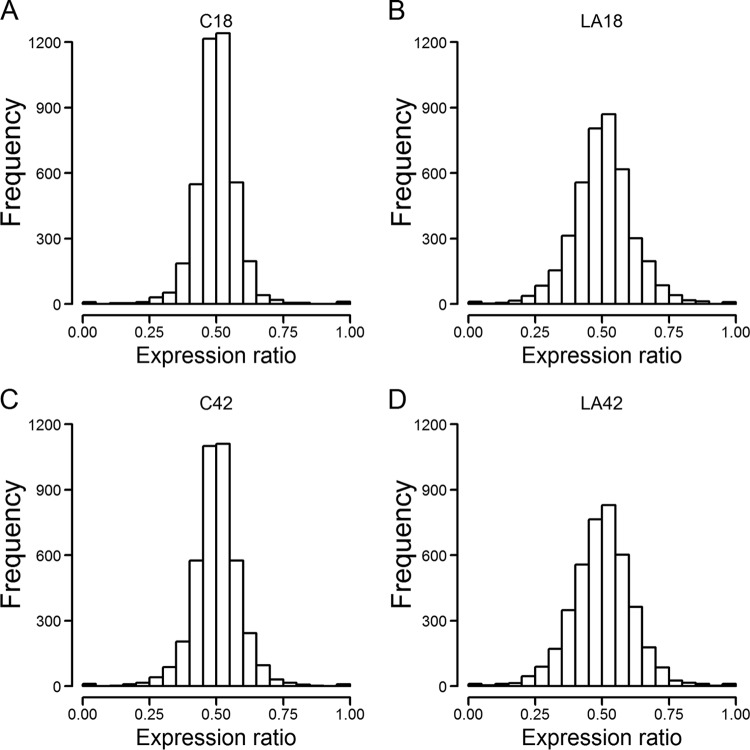
Expression ratios in 4,136 homeologous gene pairs. The expression ratio is defined as A/(A+B), where A and B are the RPKM values (reads per kilobase of mRNA per million transcripts) of the A and B homeologous genes, respectively, averaged among replicates. Histograms show the distribution of expression ratio values under control conditions at 18 h (A), in lactic acid at 18 h (B), under control conditions at 42 h (C), and in lactic acid at 42 h (D).

Strikingly, the distribution of expression ratios is broader under lactic acid stress than under control conditions, at both time points. 

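In the 4 pairs given here, a change of 1 homeolog or opposite changes of both moved the ratio. For TIF35, which encodes a subunit of translation initiation factor 3, the ratio went from 0.531 to 0.87 at 18 h, a log2 change of A over B of 2.58 ± 0.203 (adjusted p = 7.19e-07) by limma. By edgeR the B gene K03320_B changed by a log2 fold change of -2.41 ± 0.174 (adjusted p = 6.46e-07) and the A gene D05750_A by 0.16 ± 0.127 (adjusted p = 0.282). COA3, needed for assembly of cytochrome c oxidase, went the other way, from 0.467 to 0.133 (limma log2 change -2.52 ± 0.214). Its A gene J03330_A was downregulated and its B gene A07020_B higher (edgeR log2 fold changes -1.65 ± 0.226 and 0.88 ± 0.121). At 42 h the ratio of MAK5, which encodes an RNA helicase of the large ribosomal subunit's assembly, went from 0.565 to 0.863 (limma log2 change 2.28 ± 0.0986). The A gene C04200_A was upregulated and the B gene A05710_B lower (edgeR log2 fold changes 1.42 ± 0.135 and -0.86 ± 0.165). LSM2, for a subunit of the ring that binds mRNA and U6 RNA, went from 0.356 to 0.0991 (limma log2 change -2.29 ± 0.134), with B gene F02580_B upregulated (edgeR 2.32 ± 0.214). Over all 2622 pairs the SD of the ratio was 0.0739 in control and 0.108 in lactic acid at 18 h, and 0.0861 and 0.112 at 42 h, around means of 0.500, 0.504, 0.502 and 0.502.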

In other words, under the stress condition, one of the two genes in each homeolog pair tends to become predominantly expressed. 

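Pairs outside 0.4 to 0.6 in lactic acid at 18 h included PHO13, for a phosphatase of the cytosol (B00500_A and G06120_B), whose ratio went from 0.419 to 0.118 (limma log2 change -2.44 ± 0.192, adjusted p = 7.19e-07). CTA1, for the peroxisomal catalase (B06420_A and H03570_B), went from 0.561 to 0.214 (limma -2.23 ± 0.321, adjusted p = 8.84e-05). APP1, for a phosphatidate phosphatase of actin patches (B03900_A and G02720_B), went from 0.515 to 0.791 (limma 1.83 ± 0.281). TRF5/PAP2, for a poly(A) polymerase of nuclear RNA turnover (C03570_A and A02730_B), went from 0.552 to 0.823 at 42 h (limma 1.95 ± 0.10). By the group means, 356 of the 2622 pairs (13.6%) were outside these limits in control and 816 (31.1%) in lactic acid at 18 h. At 42 h there were 483 (18.4%) and 870 (33.2%). Computed in each library alone, the share was 14.3% ± 1.73 in control at 18 h (SD, n = 2) and 32.4% ± 1.12 in lactic acid (n = 3). At 42 h it was 19.6% ± 1.13 in control (n = 3) and 34.7% ± 2.82 in lactic acid (n = 3). With limits of 0.33 and 0.67 the difference at 18 h was 7.93 percentage points, against 17.5 with the paper's limits.

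**Figure D1:**
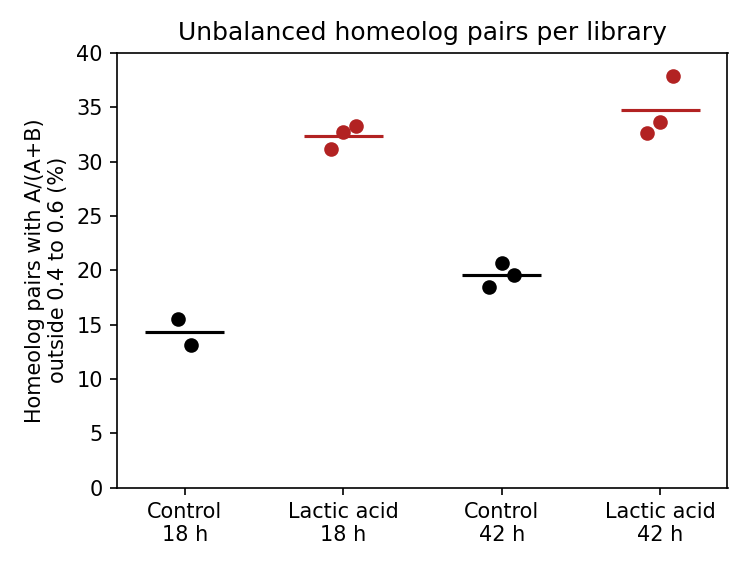
Percent of the 2622 homeolog pairs with A/(A+B) outside 0.4 to 0.6 in each of the 11 libraries; bars are group means (14.3%, 32.4%, 19.6% and 34.7%).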

If we define unbalanced expression as an expression ratio that lies outside the range of 0.4 to 0.6 (Fig. 2), the proportion of homeolog pairs with unbalanced expression is 13.8 to 18.7% under the control conditions but increases to 31.0 to 33.4% under lactic acid conditions. The difference in variance of expression ratios is statistically significant (Fligner-Killeen test; *P* = 3e−98 at 18 h, and *P* = 9e−61 at 42 h).

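Behind the difference in variance are pairs whose homeologs responded unequally, such as YPR1/GCY1, for an aldo-keto reductase (B07120_A and H02870_B; ratio 0.432 to 0.163 at 18 h, limma log2 change -1.99 ± 0.166, adjusted p = 1.11e-06). Another is B05820_A and H04170_B, a pair without a name here (0.776 to 0.951 at 42 h, limma 2.44 ± 0.137, adjusted p = 1.49e-08). In the single libraries the SD of the ratio over pairs averaged 0.0761 in control and 0.111 in lactic acid at 18 h, and 0.0890 and 0.116 at 42 h. The Fligner-Killeen test over pairs gave p = 1.27e-67 at 18 h and p = 1.79e-37 at 42 h, and an exact permutation of libraries between conditions within each time gave p = 0.005 (two-sided) for the mean difference of the SD, 0.0308. The units of the first test are gene pairs, not replicates, and 0.005 is the smallest p that the 200 arrangements allow.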

The distribution of expression ratios is approximately symmetrical (Fig. 2), indicating that in some homeolog pairs the A gene is more highly expressed than the B gene (ratios > 0.5), whereas in others the B gene is more highly expressed (ratios < 0.5). The A genes were derived from the parental species Z. bailii in the hybridization, and the B genes were derived from the other parent (an unidentified Zygosaccharomyces species) (25). Thus, broadly speaking, the cell responds to lactic acid stress by inducing greater divergence of expression between the genes in a homeolog pair, without a strong preference as to whether the A gene or the B gene is the more highly expressed one. 

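Changes of the ratio went toward both parental genes. Toward A at 18 h went MET17, for the enzyme that makes homocysteine (L05220_B is the B gene; ratio 0.629 to 0.876), as the B gene fell by an edgeR log2 fold change of -1.82 ± 0.129 (adjusted p = 5.82e-07). Toward B at 42 h went YPC1/YDC1, for a ceramidase (E04500_A and A04400_B, ratio 0.377 to 0.153, limma log2 change -1.71 ± 0.164, adjusted p = 2.2e-06). So did MNL1, for a mannosidase of glycoprotein degradation (B09830_A and A09880_B, 0.605 to 0.326). Toward A at 42 h went BMT2, for a methyltransferase of ribosomal RNA (C04210_A and A05720_B; 0.643 to 0.873, limma 1.92 ± 0.107). Of the 2604 pairs tested with limma, 516 changed toward A and 432 toward B at 18 h (36.4% together), and 616 and 590 at 42 h (46.3%). At 18 h 82.3% of the changed pairs, and at 42 h 75.7%, ended farther from 0.5 than in control, and 366 and 391 pairs crossed 0.5. Control ratios lay mostly near 0.5, so pairs picked for a changed ratio mostly end farther from it. These shares are therefore no test of divergence. Across pairs the ratio in lactic acid followed that in control, with correlations of 0.714 at 18 h and 0.803 at 42 h. The authors reason from the broader and nearly symmetrical distribution that the cell answers lactic acid with greater divergence within homeolog pairs and without a strong preference for either parent's genes.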

There is a trend toward higher expression of the A genes, as illustrated by the larger numbers of loci for which the expression level of the A gene exceeds that of the B gene, as opposed to the converse (Table 2, Ab and aB columns). 

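Pairs led by the A gene in lactic acid included the glycolate oxidase pair A00160_A and A10100_B, in which nearly all counts were from A (ratio 0.996 to 0.999 at 18 h; A gene edgeR log2 fold change 1.44 ± 0.207, adjusted p = 9.48e-05). Pairs led by the B gene in lactic acid included MSW1, for the mitochondrial tryptophanyl-tRNA synthetase (J04750_A and A08470_B; ratio 0.504 to 0.204 at 18 h, limma log2 change -1.99 ± 0.311, adjusted p = 0.000169). The A gene was the higher one in 1332 pairs and the B gene in 1290 in control at 18 h, and in 1373 and 1249 in lactic acid. At 42 h these numbers were 1342 and 1280 in control and 1377 and 1245 in lactic acid. Medians of the ratio were 0.501, 0.505, 0.502 and 0.505. With 20 CPM or more asked of both homeologs together, the share of pairs led by A in control was 49.6% at 18 h and 49.9% at 42 h. The small lead of A in control was thus not stable to this filter. Whether the shift of this share under the filter exceeds sampling error was not tested.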

Statistical analysis indicates a weak bias toward A genes, showing slight but consistent negative skew values, but this bias is significant only in the cells treated with lactic acid for 18 h (Table 2). 

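The lead of A genes and the skew of the ratio were small in every group. The numbers of pairs led by A and by B were compared by exact binomial tests (two-sided) with Bonferroni correction over the 4 groups. The exact p was 1 in control and 0.0651 in lactic acid at 18 h, and 0.934 in control and 0.0420 in lactic acid at 42 h. The last of these did not pass on the pairs of Data Set S3 at hand alone (exact p = 0.0705), without gene length, with 20 CPM or more asked of both homeologs together, or with any 1 lactic acid library of 42 h left out. The lead in lactic acid at 18 h passed when replicate 3 of that group was left out (52.9% of pairs led by A). Skew was 0.0630 and -0.0125 in control and lactic acid at 18 h, and -0.0110 and -0.0408 at 42 h. Bootstrap standard errors over 1000 resamples of pairs were 0.196, 0.0768, 0.162 and 0.0886. On the pairs of Data Set S3 alone all 4 skew values were positive. Both kinds of test take pairs as independent, and pairs that share a regulator are not.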

In summary, Z. parabailii has a slight tendency to express its A genes more highly than its B genes, and this tendency is maintained under lactic acid stress, but the magnitude of this tendency is small compared to the grossly increased divergence of expression levels between homeologs that occurs under lactic acid stress.

**TABLE 2:** Expression ratio between homeologous gene pairs

Group^*a*^	Expression ratio^*b*^				No. of homeolog pairs^*c*^		*P* value^*d*^	% of homeolog pairs with unbalanced expression^*e*^
	Mean	Median	SD	Skew	Ab	aB		
C18	0.500	0.500	0.079	−0.045	2,077	2,059	1	13.8
LA18	0.503	0.505	0.113	−0.009	2,151	1,985	0.041	31.0
C42	0.501	0.501	0.089	−0.146	2,088	2,048	1	18.7
LA42	0.500	0.503	0.115	−0.085	2,119	2,017	0.465	33.4

a C18, control condition at 18 h; LA18, lactic acid condition at 18 h; C42, control condition at 42 h; LA42, lactic acid condition at 42 h.

b Mean, median, standard deviation (SD), and skew refer to the A/(A+B) expression ratios for 4,136 homeologous gene pairs, as described in Materials and Methods.

c Ab, homeolog pair in which the A gene shows higher expression; aB, homeolog pair in which the B gene shows higher expression.

d *P* values refer to the comparison between the number of Ab homeolog pairs and the number of aB homeolog pairs under each of the four conditions. *P* values were obtained from two-sided exact binomial tests of the null hypothesis that the numbers of Ab and aB loci are equal and were corrected for multiple testing using the Bonferroni method.

e Expression ratio values of ≤0.4 and ≥0.6 are categorized as unbalanced expression.

Our method of high-stringency mapping of RNA-seq reads to a high-quality genome sequence detected transcriptional profiles of homeologous gene pairs even where the gene pairs were highly similar. Nevertheless, we needed to modify it to determine read counts for genes that occur in identical pairs (see Materials and Methods). Specifically, among the 402 genes that have no evidence of expression in the “full” count data set, 42% are genes that were affected by loss of heterozygosity (genes in A:A pairs or B:B pairs). 

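The genes without evidence of expression included all 4 D-lactate dehydrogenase genes: DLD1 (I04780_A and N05010_A) and DLD2 (B01190_N and G05430_N), whose copies are identical, so that no read can be placed on 1 of them. Of the 402 genes without such evidence in the full counts, 225 had no count in any of the 11 libraries, and the median of each gene's highest count was 0. The authors' separate table of duplicated genes holds 228 of the 402, and 206 of these 228 had no count in any library. The share that lost heterozygosity was not computed here, because only part of the annotation was at hand.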

The modified method enabled us to measure the combined expression of 230 duplicated genes in Z. parabailii, including the two orthologs of the S. cerevisiae major mitochondrial d-lactate dehydrogenase gene *DLD1* (*I04780*_*A* and *N05010*_*A*, which are identical) and the minor isoform gene *DLD2* (*B01190*_*N* and *G05430*_*N*, which are identical). 

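By RPKM the DLD1 and DLD2 copies ranked 76 to 142 among the 230 duplicated genes in lactic acid and 38 to 149 in control. In lactic acid the DLD1 copy I04780_A (chromosome 9, 970784 to 972550) had 343 ± 44.4 RPKM at 18 h (SD, n = 3), rank 139 of 230. At 42 h it had 1510.4 ± 722 RPKM (n = 3), rank 76. The DLD2 copy B01190_N (chromosome 2, 234211 to 235818) had 711 ± 42.5 RPKM at 18 h, rank 96, and 1428 ± 253 RPKM at 42 h, rank 79. In control I04780_A ranked 73 at 18 h, with 1320.2 ± 32.5 RPKM (n = 2), and 38 at 42 h, with 3002 ± 129 RPKM (n = 3). These RPKM values are those the authors computed from reads placed on exactly 2 sites, so that copies share their reads; duplicated counts per library were 593436 to 1515591.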

Although we cannot investigate the expression of each of these identical gene pairs individually, their RPKM (reads per kilobase of transcript per million mapped reads) values are low compared with those of all duplicated genes under lactic acid conditions. For example, the combined RPKM values under lactic acid conditions at 18 h for the two *DLD1* genes was 340.2, and for the two *DLD2* genes the combined value was 710.5, while the average RPKM values for duplicated genes under this condition and at this time point was 4,028. Furthermore, *DLD1* shows a statistically significant 2-fold decrease in expression in lactic acid at both time points, whereas *DLD2* shows no significant expression changes (Data Set S4). These observations are consistent with the previously reported lack of lactic acid consumption of *Z. parabailii* under microaerobic growth (20).

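The mean RPKM of both DLD1 copies was 1317 in control and 340.3 in lactic acid at 18 h, and 2931 and 1483 at 42 h. For DLD2 it was 710.6 and 712 at 18 h, and 678.6 and 1448 at 42 h. The mean over all duplicated genes in lactic acid was 4028 at 18 h and 9230 at 42 h, far above the medians of 475.1 and 869.1. Against the median in lactic acid, DLD1 was lower at 18 h and higher at 42 h, and DLD2 was higher at both times.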

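DLD1, for the mitochondrial enzyme that oxidizes D-lactate to pyruvate, was downregulated in lactic acid at both times. By edgeR on the duplicated counts, I04780_A had log2 fold changes of -1.94 ± 0.26 (adjusted p = 7.89e-05) at 18 h and -1.12 ± 0.236 (adjusted p = 0.00155) at 42 h. The other copy N05010_A (chromosome 14, 999256 to 1001022) had -1.95 ± 0.267 and -1.11 ± 0.243. DLD2 did not change at 18 h: the log2 fold change by edgeR was 0.03 ± 0.184 (adjusted p = 0.88) for B01190_N and 0.01 ± 0.186 (adjusted p = 0.978) for G05430_N (chromosome 7, 1045032 to 1046639). At 42 h both DLD2 copies were higher, by 0.92 ± 0.167 and 1.04 ± 0.169 in edgeR, and the response differed between the times (interaction adjusted p = 0.0103 and 0.00515). At the paper's stated log2 threshold of 1, B01190_N (0.92) would not count as changed and G05430_N (1.04) would. The copies are identical and split a common pool of reads, so their values are not independent and their gap is no difference between genes. At 42 h the DLD1 values in lactic acid spread widely, with 2309, 1318 and 904.2 RPKM for I04780_A in replicates 1, 2 and 3. The paper reasons that a low level of both genes and a fall of DLD1 go with its earlier finding that this yeast does not consume lactic acid.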

### Upregulated genes are related to oxidation-reduction processes and ion transport in the mitochondria.

The “full” set of counts (see Materials and Methods) for the 9,683 genes in the union set of expressed genes (Table 1) were then used for differential expression analysis, with the results filtered for an adjusted *P* value of <0.05 and a ∣log_2_-fold change∣ of ≥1 (Data Set S5). This analysis is independent from that of the duplicated genes mentioned above and identified a total of 227 genes upregulated in lactic acid, of which 117 are specific to 18 h and 83 are specific to 42 h (Table 3). Similarly, a total of 1,019 downregulated genes were found, including 430 specific to 18 h and 431 specific to 42 h. 

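PCL5, for a cyclin of the Pho85 kinase, was upregulated at both times. K00700_B (chromosome 11, 125657 to 126229) rose from 9.87 ± 0.073 CPM in control (SD, n = 2) to 118.7 ± 69.1 CPM in lactic acid (n = 3) at 18 h. Its edgeR log2 fold changes were 3.59 ± 0.505 (adjusted p = 8e-05) and 3.06 ± 0.408 (adjusted p = 6.48e-05) at 42 h. Its homeolog C00790_A had edgeR log2 fold changes of 3.08 ± 0.499 and 2.81 ± 0.413. F06100_B (chromosome 6, 1241299 to 1242003), predicted to be an acetyltransferase, rose by 3.59 ± 0.662 and 5.73 ± 0.645 in edgeR. O04160_N, of unknown function, rose by 4.52 ± 0.813 and 5.20 ± 0.621. F06180_N, related to multidrug transporters, was upregulated at 18 h by 3.15 ± 0.22 in edgeR and not at 42 h (0.31 ± 0.139, adjusted p = 0.0738, interaction adjusted p = 1.54e-05). SSP1, for a protein of the spore membrane (D02790_B), was upregulated at 42 h by 3.85 ± 0.218 in edgeR and not at 18 h (-0.29 ± 0.274, adjusted p = 0.361, interaction adjusted p = 8.85e-06). In all, edgeR called 412 genes upregulated at 18 h and 683 at 42 h. Of these 141 were called at both, where independence would give 29.1, 271 at 18 h alone and 542 at 42 h alone. Passing at a single time does not show a difference between times, which the interaction tests. With library totals in place of TMM, 1041 genes were upregulated at 18 h and 340 at 42 h.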

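The largest falls at 18 h included CDC19/PYK2, for pyruvate kinase, the last enzyme of glycolysis. F00120_A (chromosome 6, 6006 to 7679) went from 373 ± 112 CPM in control (SD, n = 2) to 25.5 ± 2.40 CPM in lactic acid (n = 3), an edgeR log2 fold change of -3.87 ± 0.196 (adjusted p = 5.94e-08). HEM13, for an enzyme of heme synthesis (K01100_B and C01190_A), fell by edgeR log2 fold changes of -3.20 ± 0.393 (adjusted p = 3e-05) and -3.18 ± 0.477. ROX1, for the repressor of hypoxic genes (G02450_B), changed by -3.14 ± 0.381. NOP1, for the methyltransferase of ribosomal RNA (M01840_B), had an edgeR log2 fold change of -3.21 ± 0.121. At 42 h the falls included P00130_N, for a pyruvate decarboxylase (99.7 ± 3.11 to 9.05 ± 1.19 CPM, n = 3, edgeR -3.46 ± 0.129). HXT5/HXT3, for a hexose transporter (A01890_B), changed by -3.29 ± 0.208, and SNQ2, for a multidrug pump (A03740_B), by -2.80 ± 0.159. By edgeR 2000 genes were downregulated at 18 h and 959 at 42 h, 495 of them at both (198.1 if independent), 1505 at 18 h alone and 464 at 42 h alone. Of all called genes 17.1% were upregulated at 18 h and 41.6% at 42 h. On library totals without TMM these shares were 39.2% and 15.2%. At 18 h the change also fell with coding length. Its median was 0.556 for the 1042 genes of up to 500 nt and -0.929 for the 811 genes over 3000 nt. Spearman's rho over 9670 genes was -0.497 at 18 h and -0.167 at 42 h. Once this trend was removed from every library, an alternative added after the values were seen, 1313 of the 2000 downregulated and 193 of the 412 upregulated genes at 18 h still passed.

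**Figure D2:**
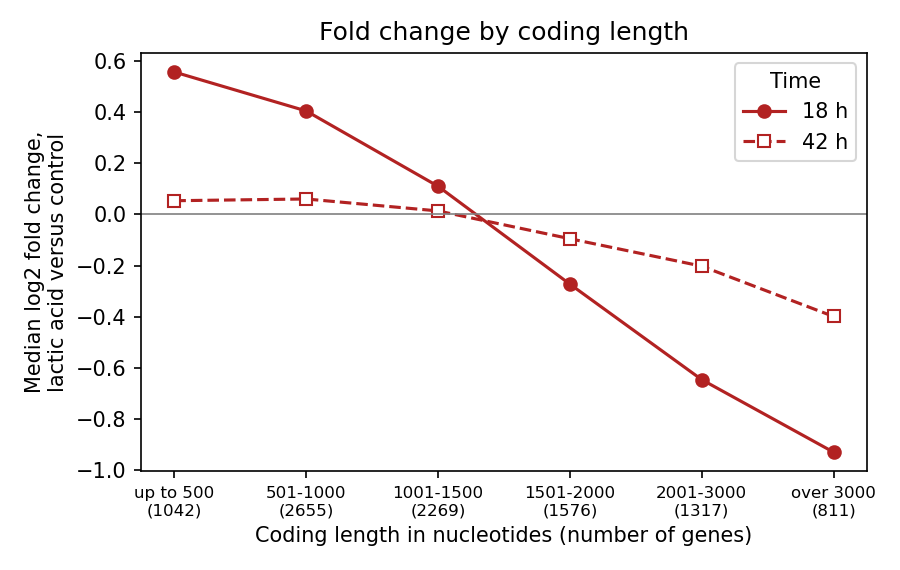
Median log2 fold change of genes in 6 classes of coding length at 18 h and 42 h; the class up to 500 nt has medians of 0.556 and 0.0534, the class over 3000 nt -0.929 and -0.399.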

We then performed a gene ontology (GO) term enrichment analysis to identify GO terms that were enriched at both time points in either the upregulated genes (Fig. 3A) or the downregulated genes (Fig. 3B).

**TABLE 3:** Z. parabailii differential expression analysis^*a*^

Category	No. of genes			
	18-h specific	42-h specific	At both time points	At either time point
Upregulated	117	83	27	227
Downregulated	430	431	158	1,019

a The data for the upregulated and downregulated gene categories are the numbers of genes with an adjusted *P* value of <0.05 and a log_2_-fold change of ≥1 or a log_2_-fold change of ≤1, respectively, between lactic acid and control conditions. The sets of genes were further classified into those with altered expression only at 18 h, only at 42 h, at both time points, or at either time point.

**FIG 3:**
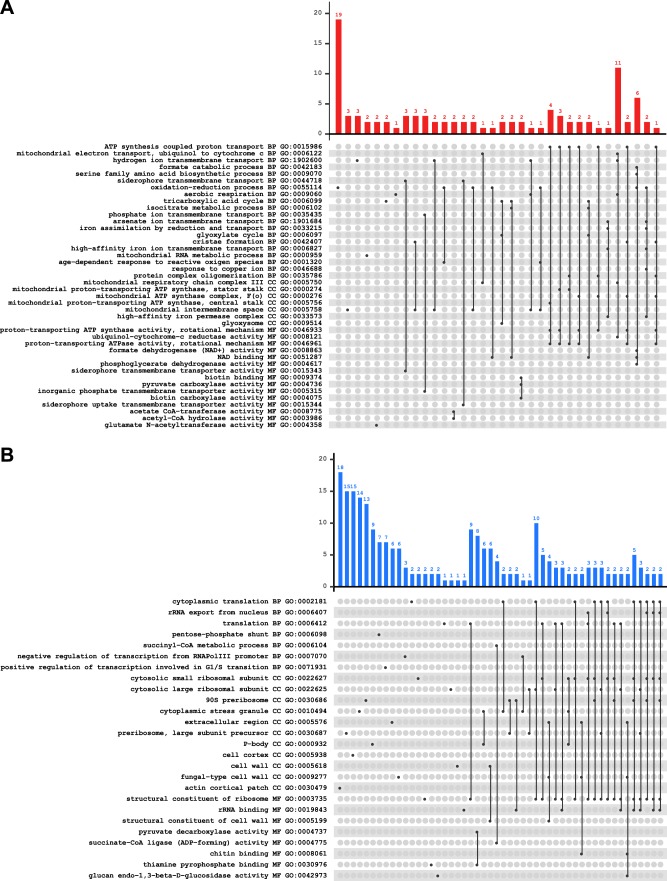
Enriched GO terms among differentially expressed genes. Bar plots show the numbers of differentially expressed genes associated with a GO term (dots) or with a group of GO terms (dots connected by vertical lines). (A) Upregulated genes; (B) downregulated genes. For example, among the 33 upregulated genes with the term GO:0055114 for the oxidation-reduction process in panel A, 19 show only this term, 2 also show the term GO:0001320 for age-dependent response to reactive oxygen species, and so forth. The GO terms are ordered by ontology type (BP, biological process; CC, cellular component; MF, molecular function) and by decreasing adjusted *P* value, always <0.05 (values are in Data Set S6 in the supplemental material).

When we use an S. cerevisiae gene name in the following functional analysis, we refer to either one or both of its orthologs in a Z. parabailii homeolog pair. These genes are included in our functional analysis if at least one of the members of a Z. parabailii homeolog pair was differentially expressed.

The enriched GO term associated with the highest number of genes upregulated by lactic acid in our data set is GO:0055114 for “oxidation-reduction process” (Fig. 3A; Data Set S6). This term is associated with 33 genes, including homologs of the S. cerevisiae genes *GOR1*, *AIM17*, *CCP1*, *MET13*, *SOD2*, *SOD1*, *GND1*/*GND2*, and *GRX1*/*GRX2*, some of which are also related to enriched mitochondrial terms (GO:0005758, for example). 

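Most of the 12 oxidation-reduction genes named in the paper were higher in lactic acid. CCP1, for the mitochondrial cytochrome c peroxidase, rose most among them at 42 h. I03080_B (chromosome 9, 637383 to 638444) had 60.5 ± 8.23 CPM in control and 733 ± 220.0 CPM in lactic acid at 42 h (SD, n = 3). The log2 fold changes in edgeR were 1.81 ± 0.38 (adjusted p = 0.00121) at 18 h and 3.60 ± 0.337 (adjusted p = 5.78e-06) at 42 h, and those of O03050_A 1.85 ± 0.342 and 3.71 ± 0.306. GOR1, for glyoxylate reductase (P00960_A; chromosome 16, 168066 to 169118), rose by edgeR log2 fold changes of 1.32 ± 0.12 and 2.10 ± 0.107. AIM17, for a mitochondrial protein related to hydroxylases (A09560_B), changed by 0.21 ± 0.153 (adjusted p = 0.238) and 2.14 ± 0.139 in edgeR. GND1/GND2, for 6-phosphogluconate dehydrogenase (D02800_B), changed by 0.24 ± 0.142 (adjusted p = 0.14) and 1.85 ± 0.131 in edgeR. At 18 h it passed in DESeq2 (0.33), with library totals in place of TMM (0.46) and after removal of the length trend (0.41). MET13, for methylenetetrahydrofolate reductase, was downregulated at 18 h and upregulated at 42 h: edgeR gave -1.23 ± 0.121 and 2.39 ± 0.115 for E01670_A. The superoxide dismutase gene SOD1 (O02860_A) rose by edgeR log2 fold changes of 1.31 ± 0.132 and 1.17 ± 0.114. SOD2 changed by 1.54 ± 0.142 and 0.80 ± 0.12 in edgeR for C04820_A and 1.30 ± 0.128 and 0.22 ± 0.108 (adjusted p = 0.0968) for A06330_B. GRX1/GRX2, for a glutaredoxin (G00640_B), had edgeR log2 fold changes of 1.27 ± 0.159 and 0.78 ± 0.137. After removal of the length trend the 18 h values of SOD1, SOD2 (A06330_B) and GRX1/GRX2 were 0.78, 0.90 and 0.72, and that of MET13 (E01670_A) -0.87, below 2-fold. Of the 12 genes named in the paper, 7 were higher and 2 lower at 18 h and 11 were higher at 42 h. The study chose them on these samples, so the counts are not independent evidence.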

We also observed enrichment for genes in the glyoxylate cycle (GO:0006097) and the glyoxysome (GO:0009514), including homologs of *ICL1* and *IDP2*. 

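ICL1, for isocitrate lyase, the first enzyme of the glyoxylate cycle, was upregulated at 42 h and did not pass at 18 h in the main analysis. B01580_A (chromosome 2, 303869 to 305539) had 620.0 ± 46.5 CPM in control and 2376 ± 407 CPM in lactic acid at 42 h (SD, n = 3). In edgeR this gave log2 fold changes of 0.10 ± 0.17 (adjusted p = 0.622) at 18 h and 1.94 ± 0.147 (adjusted p = 1.46e-06) at 42 h (interaction adjusted p = 7.26e-05). In edgeR G05050_B had -0.03 ± 0.194 (adjusted p = 0.879) and 2.19 ± 0.171 (interaction adjusted p = 5.34e-05). IDP2, for the cytosolic NADP-dependent isocitrate dehydrogenase, had edgeR log2 fold changes of -0.05 ± 0.159 (adjusted p = 0.79) and 2.26 ± 0.149 for I01300_B and 0.42 ± 0.156 (adjusted p = 0.0291) and 2.33 ± 0.144 for O01260_A. B01580_A passed at 18 h after removal of the length trend (0.38), below 2-fold. Among 9 tested genes of the glyoxylate cycle and gluconeogenesis, 3 were higher and 1 lower at 42 h over all genes tested, and as many when adjusted over the list alone. At 18 h 2 were higher and 4 lower, 3 of these by 2-fold or more, by either adjustment. The 4 became 2 in DESeq2, with all 12 libraries, without control replicate 1 at 18 h and after removal of the length trend. Besides ICL1, MDH3, for the peroxisomal malate dehydrogenase (A01280_B), was higher (0.40 ± 0.105 in edgeR).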

The upregulation of these genes along with *FBP1* could indicate activation of the anaplerotic reactions, probably caused by oxygen limitation. 

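FBP1, for fructose-1,6-bisphosphatase, the enzyme that makes gluconeogenesis run, was upregulated at 42 h in both copies. F01610_A (chromosome 6, 337025 to 338071) had 277 ± 23.3 CPM in control and 1113 ± 91.3 CPM in lactic acid (SD, n = 3), an edgeR log2 fold change of 2.01 ± 0.187 (adjusted p = 5.64e-06). D02890_A (chromosome 4, 583143 to 584189) had 1.96 ± 0.164 (adjusted p = 2.81e-06) in edgeR. At 18 h F01610_A was upregulated and D02890_A higher by less than 2-fold: edgeR gave 1.52 ± 0.233 and 0.94 ± 0.202, from 6.70 ± 2.23 and 8.00 ± 0.0249 CPM in control (n = 2). Oxygen was not measured in the data used here.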

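ACH1, for an enzyme that moves CoA between acids, rose most in its B copy. I03690_B (chromosome 9, 767361 to 768941) went from 59.7 ± 3.11 to 191 ± 7.69 CPM at 18 h (SD, n = 2 and 3) and from 519 ± 47.7 to 7829 ± 848 CPM at 42 h (n = 3). EdgeR log2 fold changes were 1.68 ± 0.17 (adjusted p = 7.52e-06) and 3.91 ± 0.159 (adjusted p = 4.84e-08). The A copy D03990_A rose at 42 h alone: edgeR gave 0.19 ± 0.247 (adjusted p = 0.494) at 18 h and 2.60 ± 0.23 at 42 h (interaction adjusted p = 0.000154). L05300_N (chromosome 12, 1064197 to 1065078) had edgeR log2 fold changes of 4.00 ± 0.566 at 18 h and 3.02 ± 0.559 at 42 h, at the low counts given above.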

*ACH1* with coenzyme A (CoA) transferase activity and Z. parabailii gene *L05300_N* (predicted to have epoxide hydrolase activity) were upregulated at both time points and are presumably involved in the enzymatic detoxification process.

The siderophore transmembrane transport term (GO:0044718) was also found enriched in upregulated genes. 

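All 6 transporters were upregulated at 18 h, and 3 of them responded less at 42 h. I05800_A (chromosome 9, 1191305 to 1193164) went from 125.2 ± 7.96 to 654 ± 10.2 CPM at 18 h (SD, n = 2 and 3). Its edgeR log2 fold changes were 2.38 ± 0.156 (adjusted p = 3.33e-07) at 18 h and 0.91 ± 0.13 (adjusted p = 0.000103) at 42 h (interaction adjusted p = 0.000132). I00120_N had edgeR log2 fold changes of 2.08 ± 0.112 and 0.52 ± 0.0944 (interaction adjusted p = 1.48e-05). In edgeR O00120_N had 1.63 ± 0.107 and -0.02 ± 0.0895 (adjusted p = 0.872) (interaction adjusted p = 8.85e-06). B02380_A and G04250_B were upregulated at both times, by edgeR log2 fold changes of 1.39 ± 0.144 and 1.21 ± 0.129, and 1.67 ± 0.155 and 1.50 ± 0.137. A10040_B had 0.756 ± 0.567 CPM in control and 7.58 ± 1.04 CPM in lactic acid at 18 h (edgeR 3.41 ± 0.46) and under 1 CPM in both groups at 42 h (1.96 ± 0.847, adjusted p = 0.0625 in edgeR). At 42 h it passed in limma-voom (2.01), in DESeq2 (2.11) and with all 12 libraries (2.03). With library totals in place of TMM the 42 h value of I00120_N was 0.19 and did not pass, that of B02380_A was 0.88, below 2-fold, and O00120_N was lower (-0.34).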

Genes in this category are members of the MFS_1 family of transporters, potentially involved in iron retention and/or transport (genes *A10040_B*, *B02380*_*A*, *G04250*_*B*, *I00120*_*N*, *I05800*_*A*, and *O00120*_*N*), and upregulated at 18 h. These genes are all classified as integral components of the membrane. Other genes specifically upregulated at 42 h include *FIT2*, *STL1*, and *K05040*_*N*, which shows no sequence homology to S. cerevisiae genes but is predicted to be a transmembrane transporter (see Materials and Methods).

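STL1, for a glycerol and proton symporter, was upregulated at both times. K00540_B (chromosome 11, 97483 to 99282) went from 4.86 ± 0.0199 to 15.9 ± 6.06 CPM at 18 h (SD, n = 2 and 3) and from 2011 ± 172 to 10118 ± 2030.1 CPM at 42 h (n = 3). EdgeR gave log2 fold changes of 1.71 ± 0.331 (adjusted p = 0.000702) and 2.33 ± 0.263 (adjusted p = 2.03e-05), whose difference between times did not pass (interaction adjusted p = 0.219). K05040_N (chromosome 11, 1002675 to 1004306) was upregulated at 42 h and did not pass at 18 h, with edgeR log2 fold changes of 0.76 ± 0.371 (adjusted p = 0.0859) and 2.69 ± 0.303 (interaction adjusted p = 0.00799). At 18 h it passed with library totals in place of TMM (0.97), with all 12 libraries (0.94) and after removal of the length trend (1.02). The FIT2 homolog A10020_N (chromosome 1, 2037752 to 2038243) was upregulated at both times in edgeR, by 2.47 ± 0.781 (adjusted p = 0.014) and 4.83 ± 0.495, on totals of 5 counts in control and 101 in lactic acid. Its value at 18 h was 1.735 without control replicate 1 and 5.43 without control replicate 3.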

### Downregulated genes are related mainly to components of the cell boundaries and protein translation.

The GO term enrichment analysis for downregulated genes showed 63 genes related to ribosomal functions (GO:0003735) and 38 to cytoplasmic translation (GO:0002181) (Fig. 3B; Data Set S6). Most of those genes were downregulated at 42 h, implying a general decrease in protein synthesis. This response seems to correspond to a general mechanism observed also in other yeasts used as cell factories, e.g., S. cerevisiae under stress conditions (27) and Komagataella phaffii (Pichia pastoris) used for heterologous protein production induced by methanol (28) during stress, possibly related to resilience or energy maintenance. Some of these genes are also related to the enriched terms GO:0000932 and GO:0010494 for P-body and cytoplasmic stress granules involved in mRNA translation and turnover during different stress conditions in S. cerevisiae (29). These categories are downregulated at 18 h in lactic acid-treated cells. 

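Genes of cytosolic ribosomal proteins were lower at 42 h, and many were higher at 18 h. RPL24 (G04530_A) had 739 ± 129 CPM in control and 1441 ± 91.7 CPM in lactic acid at 18 h (SD, n = 2 and 3), and 264 ± 16.8 and 127 ± 26.9 CPM at 42 h (n = 3). The log2 fold changes in edgeR were 0.96 ± 0.187 (adjusted p = 0.000731) and -1.06 ± 0.165 (adjusted p = 0.00020) (interaction adjusted p = 8.93e-05). RPL5 was downregulated at both times, by -3.03 ± 0.152 and -1.90 ± 0.139 in edgeR for H04400_B. So was RPL17 (G04940_B), by -2.32 ± 0.15 and -1.85 ± 0.14. Of 79 tested ribosomal protein genes, 56 were higher and 11 lower at 18 h over all genes tested (58 and 11 adjusted over the list alone). At 42 h 0 were higher and 78 lower (79 over the list alone), 45 of them by 2-fold or more. The median log2 fold change was 0.566 and -1.08. These genes are short, with a median coding length of 555 nt, and the length trend gives 0.346 for genes of such length at 18 h and 0.0343 at 42 h. After removal of the trend 7 were higher and 13 lower at 18 h and 79 were lower at 42 h, so the rise at 18 h goes with length and the fall at 42 h does not. Without control replicate 3, 9 genes were higher at 18 h. Among factors that assemble ribosomes, NOP6 (B00980_A) and RRP15 (B08020_N) were downregulated at 42 h, by -2.07 ± 0.15 and -1.69 ± 0.202 in edgeR. There 58 of 90 tested ribosome biogenesis genes were lower and 2 higher, over all genes tested and over the list alone.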

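PUB1, for an RNA-binding protein of stress granules, was downregulated at 18 h in both copies, by an edgeR log2 fold change of -2.54 ± 0.223 (adjusted p = 2.61e-06) for B02810_A. It did not change at 42 h (-0.30 ± 0.199, adjusted p = 0.211 in edgeR). MOT2, for a ubiquitin ligase of the deadenylase complex (B01560_A), changed at 18 h by -2.02 ± 0.259 in edgeR, and WHI3/WHI4, for RNA-binding proteins of the cell cycle (G05830_B), by -1.83 ± 0.223. The LSM4 gene B07840_A and the LSM6 gene A09360_B, for subunits of the decapping activator, were higher at 18 h, by 0.53 ± 0.146 and 0.66 ± 0.151 in edgeR. Of 35 tested genes of P bodies and stress granules, 23 were lower and 8 higher at 18 h, over all genes tested and adjusted over the list alone, 15 of the 23 by 2-fold or more. At 42 h 9 were lower and 6 higher, shares no larger than those over all genes (3215 lower and 2730 higher of 9683). Without lactic acid replicate 1 at 42 h 16 were lower, and with library totals in place of TMM 20. The median coding length of the list is 1755 nt and its median log2 fold change at 18 h -0.779, where the length trend gives -0.468. After removal of the trend 17 were lower and 5 higher.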

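PAB1, for the main poly(A)-binding protein, was downregulated at both times in both copies. A01690_B (chromosome 1, 342837 to 344591) went from 572 ± 18.8 to 75.2 ± 8.52 CPM at 18 h (SD, n = 2 and 3) and from 257 ± 2.59 to 89.9 ± 16.3 CPM at 42 h (n = 3). In edgeR this gave log2 fold changes of -2.93 ± 0.151 (adjusted p = 6.75e-08) and -1.51 ± 0.137 (adjusted p = 4.88e-06), and the fall was smaller at 42 h (interaction adjusted p = 0.000195). E02190_A (chromosome 5, 422991 to 424745) had edgeR log2 fold changes of -3.04 ± 0.185 and -1.68 ± 0.168. PUF3, for an RNA-binding protein of mitochondrial mRNAs (E03740_A), was downregulated at both times as well, by -1.38 ± 0.19 and -1.09 ± 0.172 in edgeR.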

One of the components of stress granules that is also downregulated at 42 h codes for a homolog of S. cerevisiae Pab1, the major poly(A) binding protein which has been demonstrated to promote the formation of stress granules (30). A recent study conducted in S. cerevisiae reported that stress granules are not formed in lactic acid-treated cells (31), and a similar situation might also be true for Z. parabailii.

Among the downregulated genes, we also identified many with functions that we summarize as being related to the boundaries of the cell, i.e., to the cell wall and the plasma membrane. The GO terms in this group include the actin cortical patch (GO:0030479), cell cortex (GO:0005938), extracellular region (GO:0005576), fungal-type cell wall (GO:0009277), and structural constituents of the cell wall (GO:0005199) (Fig. 3B). 

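PAN1, for a scaffold of endocytosis at actin patches (A09160_B), was downregulated at both times, by edgeR log2 fold changes of -2.17 ± 0.182 (adjusted p = 1.96e-06) and -1.32 ± 0.166 (adjusted p = 4.44e-05). PAL1, for an early protein of endocytic sites (C07560_A), changed at 18 h by -2.38 ± 0.30 in edgeR and did not change at 42 h (-0.47 ± 0.265, adjusted p = 0.141). SCP1, for a protein that bundles actin (A00440_A), was higher at 18 h (0.79 ± 0.124 in edgeR). Of 30 tested genes of actin patches and endocytosis, 16 were lower, all by 2-fold or more, and 10 higher at 18 h, over all genes tested and adjusted over the list alone, and after removal of the length trend 15 and 7, with 9 of the 15 lower by 2-fold or more. At 42 h 9 were lower and 5 higher, shares no larger than those over all genes (3215 lower and 2730 higher of 9683). Leaving out control replicate 2 gave 4 lower, leaving out lactic acid replicate 1 gave 14, and library totals in place of TMM gave 17. The genes are long, with a median of 1887.5 nt and a median log2 fold change of -1.09 at 18 h, where the length trend gives -0.518.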

Consistent with this, we noticed enrichment of the GO terms for glucan endo-1,3-beta-d-glucosidase activity (GO:0042973) and chitin binding (GO:0008061). These observations indicate that the cell wall is modulated upon lactic acid stress, in agreement with our previous findings (20). 

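Several abundant cell wall transcripts were downregulated at 18 h. PIR1, for a wall protein linked to glucan (O03120_N, chromosome 15, 631503 to 632717), went from 2262 ± 87.2 to 173 ± 12.2 CPM at 18 h (SD, n = 2 and 3). EdgeR log2 fold changes were -3.71 ± 0.217 (adjusted p = 1.39e-07) at 18 h and -1.52 ± 0.191 (adjusted p = 4.24e-05) at 42 h. HSP150/PIR3 (I03150_N) had -3.64 ± 0.172 and -1.58 ± 0.152. CCW12, for a mannoprotein of the bud wall (D02090_N), went from 3958 ± 76.0 to 331 ± 27.4 CPM at 18 h, by edgeR -3.58 ± 0.167 and -1.69 ± 0.149. EXG1/SPR1 and BGL2, for glucanases (A03310_B and A06480_B), fell at both times by edgeR log2 fold changes of -1.57 ± 0.121 and -1.46 ± 0.113, and -1.46 ± 0.184 and -1.37 ± 0.17. GAS2, for a glucanosyltransferase of the spore wall (A04780_B), was higher at both times (0.78 ± 0.208 and 1.03 ± 0.168 in edgeR). Of 37 tested cell wall genes, 30 were lower and 3 higher at 18 h, over all genes tested and over the list alone. At 42 h 25 were lower and 3 higher (26 and 3 over the list alone). The median log2 fold changes were -1.25 and -0.579. At a median coding length of 1479 nt the length trend gives -0.309 and -0.0310. After its removal 29 were lower and 5 higher at 18 h and 20 lower and 4 higher at 42 h. From the enriched terms for cell boundaries among the downregulated genes the paper infers that the cell wall is modulated.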

Other genes downregulated at 42 h predicted to be integral components of the membrane are *H01670*_*B* with unknown function, *OPT1*, and *HBT1*. 

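HBT1, for a protein of the polarized cell surface, was downregulated at both times, and its level in control was far higher at 42 h. B00820_A (chromosome 2, 160907 to 165119) went from 97.0 ± 0.0117 to 17.0 ± 1.93 CPM at 18 h (SD, n = 2 and 3) and from 5228 ± 429.9 to 1448 ± 959 CPM at 42 h (n = 3). Its edgeR log2 fold changes were -2.52 ± 0.385 (adjusted p = 0.000146) and -1.85 ± 0.345 (adjusted p = 0.000674), and G05810_B had -2.97 ± 0.434 and -2.05 ± 0.383. OPT1 (K04960_A, chromosome 11, 961911 to 964142) changed at both times by -1.78 ± 0.271 and -2.86 ± 0.288 in edgeR. H01670_B (chromosome 8, 286559 to 286933) had 1.81 ± 0.078 CPM in control and 0.318 ± 0.203 CPM in lactic acid at 42 h (edgeR -2.52 ± 0.437) and did not change at 18 h (-0.18 ± 0.59, adjusted p = 0.789).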

We also found downregulation of *CWP1*, a cell wall protein homolog, and *LDS2*, which is involved in the assembly of the S. cerevisiae spore wall.

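CWP1, for a mannoprotein of the cell wall, was downregulated at both times. J03940_A (chromosome 10, 758001 to 758984) had 2.85 ± 1.57 CPM in control and 0.683 ± 0.488 CPM in lactic acid at 18 h (SD, n = 2 and 3). At 42 h it had 13.4 ± 2.31 and 1.09 ± 0.283 CPM (n = 3), and its edgeR log2 fold changes were -2.14 ± 0.465 (adjusted p = 0.00155) and -3.62 ± 0.36 (adjusted p = 8.64e-06). Without control replicate 3 at 18 h the first of these values did not pass. LDS2 (D01760_B, chromosome 4, 349432 to 350316) had 17.7 ± 0.148 CPM in control and 6.19 ± 1.70 CPM in lactic acid at 42 h. It was downregulated there (-1.52 ± 0.177 in edgeR) and not at 18 h (0.58 ± 0.528, adjusted p = 0.339, interaction adjusted p = 0.00785).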

### Involvement of Haa1 and Aft1/Aft2-regulated genes in lactic acid stress response.

Previous studies on lactic acid stress response mechanisms in S. cerevisiae indicated an important role of the transcription factors Haa1 and Aft1/Aft2 (32, 33). Therefore, we extracted all the S. cerevisiae genes reported to be targets of either Haa1 or Aft1/Aft2 in YEASTRACT (34), in addition to those identified as lactic acid responsive (32). We then tested whether the Z. parabailii orthologs of these S. cerevisiae genes are differentially expressed in our data set. In this case we ignored the log_2_-fold change cutoff to enable detection of small but still significant changes. The results are shown in Data Set S7.

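Orthologs of genes that Haa1, an activator of the weak acid response in S. cerevisiae, is thought to control changed in both directions. PDR16, for a lipid transfer protein of the cell periphery (B00370_A), was downregulated at 18 h by an edgeR log2 fold change of -2.03 ± 0.153 (adjusted p = 8.9e-07), and the vacuolar protein gene VPS62 (A07680_B) by -2.31 ± 0.324 (adjusted p = 7.84e-05). Of the 74 tested genes in the study's Haa1 list, 32 were higher and 29 lower at 18 h over all genes tested (33 and 29 adjusted over the list alone). At 42 h 46 were higher and 17 lower (46 and 18 over the list alone). On library totals without TMM 33 were higher and 24 lower at 42 h. After removal of the length trend 24 were higher and 29 lower at 18 h. The median coding length is 900 nt and the median log2 fold change 0.222, where the trend gives 0.116. The study kept these genes because they changed in these samples, so the counts are not independent evidence.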

We found differential expression of 42 orthologs of S. cerevisiae genes putatively controlled by Haa1 (Fig. 4A). These include the membrane-bound and major weak acid response genes *YPC1/YDC1*, *TPO2/TPO3*, *VPS62/TDA6*, *PDR16*, and *PDR12*. This set also includes the transcription factors *MSN4/MSN2*, *COM2*, and *HAA1/CUP2*, the last of which codes for Haa1 itself. 

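Several weak acid response genes were lower in lactic acid. PDR16 fell at both times in its B copy G06250_B, by edgeR log2 fold changes of -2.15 ± 0.177 (adjusted p = 1.63e-06) and -1.35 ± 0.166 (adjusted p = 3.68e-05), and B00370_A changed at 42 h by -1.18 ± 0.143. YPC1/YDC1, for a ceramidase, fell at 18 h in both copies, by -1.74 ± 0.162 for A04400_B and -2.38 ± 0.252 for E04500_A in edgeR. At 42 h A04400_B was higher in edgeR (0.41 ± 0.124, adjusted p = 0.0124) and E04500_A lower (-1.33 ± 0.194). VPS62 had edgeR log2 fold changes of -2.14 ± 0.28 and -0.78 ± 0.243 (adjusted p = 0.0156) for J03980_A, and A07680_B did not change at 42 h (-0.44 ± 0.277, adjusted p = 0.19). PDR12, for the pump that exports weak acid anions (H03370_N), was lower at both times, by -1.00 ± 0.16 and -0.76 ± 0.146 in edgeR. Of 11 tested genes of weak acid response and drug efflux, 2 were higher and 5 lower at 18 h and 2 and 6 at 42 h, over all genes tested and over the list alone. After removal of the length trend 5 were higher and 4 lower at 18 h (median length 1347 nt, median log2 fold change -0.841, length trend -0.219). TPO2/TPO3 was not analysed here, because the copy of the list at hand does not hold it.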

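The transcription factor genes of the set were lower at 18 h. HAA1/CUP2 had edgeR log2 fold changes of -1.89 ± 0.281 (adjusted p = 0.000119) at 18 h and -0.47 ± 0.249 (adjusted p = 0.122) at 42 h for H05120_B. P01650_A had -2.17 ± 0.274 and -0.99 ± 0.245. MSN4/MSN2, for activators of the general stress response, had -2.18 ± 0.29 and -1.22 ± 0.259 in edgeR for I00420_B, and -1.99 ± 0.307 and -0.99 ± 0.274 for O00410_A. COM2, for a regulator of sphingolipid synthesis, had -1.08 ± 0.206 and -0.57 ± 0.188 (adjusted p = 0.0206) for I03510_B and -1.01 ± 0.248 and -0.52 ± 0.226 (adjusted p = 0.0625) for O03480_A in edgeR.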

Interestingly, we observed the major weak acid stress response genes *TPO2/TPO3* and *SPS100/YGP1* to be downregulated in Z. parabailii, although they are upregulated during lactic acid stress in S. cerevisiae (32). 

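SPS100/YGP1, for glycoproteins of the cell wall made under stress, fell at 18 h in both genes. E00870_A went from 152.1 ± 13.1 to 35.4 ± 2.10 CPM at 18 h (SD, n = 2 and 3), an edgeR log2 fold change of -2.10 ± 0.184 (adjusted p = 2.56e-06), and L00510_N had -1.48 ± 0.156 (adjusted p = 9.73e-06). At 42 h E00870_A was lower by less than 2-fold (-0.85 ± 0.164 in edgeR), and L00510_N did not pass (-0.27 ± 0.138, adjusted p = 0.107).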

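PFK27, for an enzyme that makes the glycolytic activator fructose-2,6-bisphosphate, changed its response between times in both copies. L03420_B had edgeR log2 fold changes of 0.66 ± 0.122 (adjusted p = 0.000546) at 18 h and -0.23 ± 0.11 (adjusted p = 0.0884) at 42 h (interaction adjusted p = 0.000972). In edgeR C06780_A had 0.17 ± 0.135 (adjusted p = 0.272) and -0.62 ± 0.123 (interaction adjusted p = 0.0038). Each copy passed at a single time. MTH1/STD1, for regulators of glucose transporter genes, were lower at 18 h and higher at 42 h. EdgeR gave -0.45 ± 0.182 (adjusted p = 0.0414) and 1.05 ± 0.157 for B07400_A (interaction adjusted p = 0.000392). It gave -0.94 ± 0.212 and 0.93 ± 0.183 for H02580_B (edgeR interaction adjusted p = 0.00026). The control was taken in another growth phase at each time, so a shift of the control can change the response.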

Here we also found *PFK27* with a response changing from upregulated at 18 h to downregulated at 42 h, and *MTH1/STD1* going from downregulated at 18 h to upregulated at 42 h. These changes in glucose-responsive genes may possibly reflect the diauxic shift.

**FIG 4:**
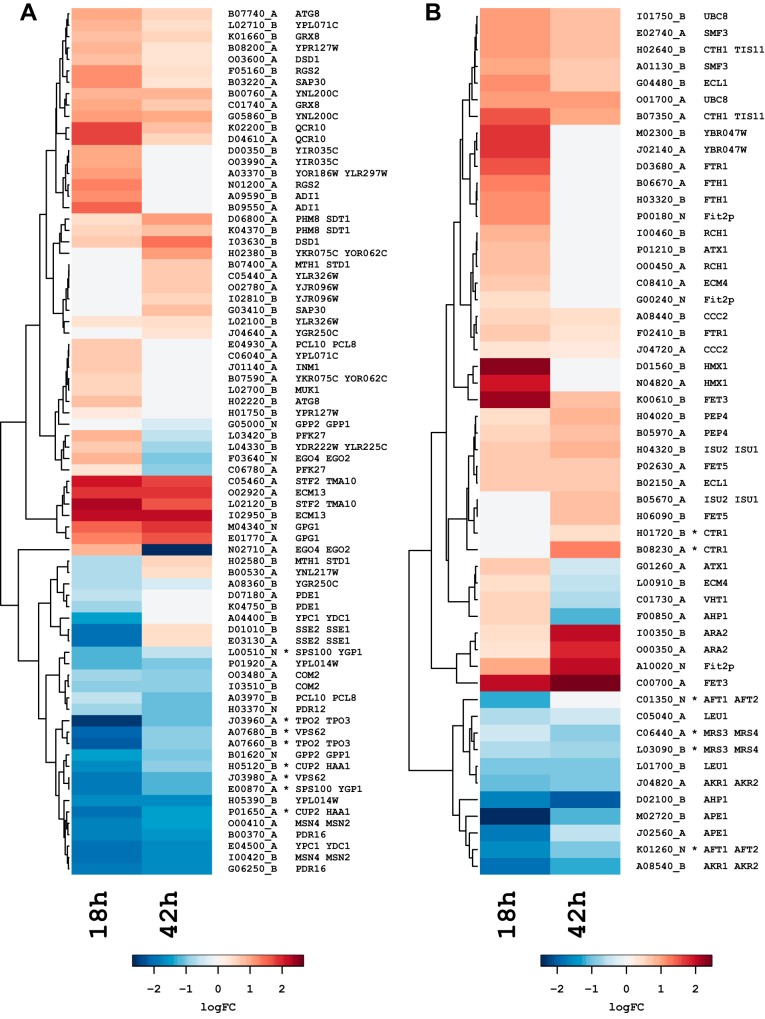
Log_2_-fold changes for Z. parabailii genes putatively controlled by the Haa1 or the Aft1/Aft2 transcription factors. (A) Genes under Haa1 control; (B) genes controlled by Aft1/Aft2. Asterisks indicate S. cerevisiae genes reported as lactic acid responsive by Abbott et al. (32), whose Z. parabailii homologs display an opposite response profile (i.e., upregulated in S. cerevisiae and downregulated in Z. parabailii). Positive log_2_-fold change values in lactic acid versus the control are colored in red as a sign of upregulation, whereas negative values are blue. All the changes shown have an adjusted *P* value of <0.05 (values are in Data Set S7).

We performed a similar search strategy for genes putatively under the control of Aft1/Aft2 which in S. cerevisiae are related to iron utilization and homeostasis (35). Results are shown in Fig. 4B and Data Set S7. This strategy detected changes in expression of orthologs of 27 S. cerevisiae genes, of which 6 are downregulated at both time points: *AFT1/AFT2*, coding for the transcription factor itself; *AKR1/AKR2*, an integral component of the membrane with palmitoyltransferase activity; *LEU2*, involved in leucine biosynthesis; *MRS3/MRS4*, iron transporter genes; *APE1*, with metalloaminopeptidase activity; and *AHP1*, a thiol-specific peroxiredoxin gene. 

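AKR1/AKR2 and MRS3/MRS4, and a single copy each of APE1, AHP1 and LEU1, were lower at both times. AKR1/AKR2 (A08540_B) had edgeR log2 fold changes of -2.11 ± 0.266 (adjusted p = 3.63e-05) at 18 h and -0.77 ± 0.234 (adjusted p = 0.0137) at 42 h. MRS3/MRS4, for the mitochondrial iron carrier, had -0.63 ± 0.148 and -0.52 ± 0.141 for C06440_A and -0.90 ± 0.114 and -0.43 ± 0.108 for L03090_B. APE1, for a vacuolar aminopeptidase (M02720_B), changed by -2.67 ± 0.187 and -0.82 ± 0.169 in edgeR, and AHP1, for a thiol peroxidase (D02100_B), by -1.87 ± 0.253 and -1.66 ± 0.232. The gene the paper names LEU2 and the files name LEU1 (L01700_B) changed by -1.15 ± 0.135 and -0.57 ± 0.124. AFT1/AFT2 itself was downregulated at 18 h, by edgeR log2 fold changes of -1.47 ± 0.395 for C01350_N and -1.76 ± 0.482 for K01260_N. It did not change at 42 h in edgeR (0.03 ± 0.349, adjusted p = 0.953 and -0.27 ± 0.427, adjusted p = 0.606), where K01260_N spread widely in lactic acid (599 ± 518 CPM, SD, n = 3). The other copies of APE1 and LEU1 were lower at 18 h and did not pass at 42 h. In edgeR J02560_A had -1.92 ± 0.0962 and -0.21 ± 0.0906 (adjusted p = 0.0624), and C05040_A -0.83 ± 0.139 and -0.09 ± 0.127 (adjusted p = 0.577) (edgeR interaction adjusted p = 6.73e-06 and 0.00629). AHP1 copy F00850_A was lower at 42 h and did not pass at 18 h, with 0.34 ± 0.19 (adjusted p = 0.132) and -0.80 ± 0.169 in edgeR (interaction adjusted p = 0.0032).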

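FET3, for the multicopper oxidase of high-affinity iron uptake, was upregulated at both times. C00700_A went from 109.7 ± 4.24 to 389.5 ± 42.2 CPM at 18 h (SD, n = 2 and 3) and from 85.6 ± 0.693 to 601 ± 101 CPM at 42 h (n = 3). The log2 fold changes in edgeR were 1.83 ± 0.16 (adjusted p = 2.57e-06) and 2.81 ± 0.143 (adjusted p = 1.27e-07), and K00610_B had 1.96 ± 0.127 and 1.09 ± 0.107. TIS11/CTH1 was higher at both times, by 1.33 ± 0.133 and 1.29 ± 0.116 in edgeR for B07350_A and 0.84 ± 0.121 and 1.04 ± 0.106 for H02640_B. UBC8 (I01750_B) rose by 0.84 ± 0.194 and 1.09 ± 0.168 in edgeR, SMF3 (A01130_B) by 0.77 ± 0.123 and 0.94 ± 0.11, and ECL1 (B02150_A) by 0.42 ± 0.121 and 0.97 ± 0.105. The D-arabinose dehydrogenase gene ARA2 (I00350_B) and the vacuolar protease gene PEP4 (B05970_A) were upregulated at 42 h and higher by little at 18 h. EdgeR gave 0.27 ± 0.11 (adjusted p = 0.043) and 2.32 ± 0.0972, and 0.32 ± 0.128 (adjusted p = 0.0393) and 1.06 ± 0.114. CCC2 (A08440_B) passed only at 42 h, with 0.37 ± 0.162 (adjusted p = 0.059) and 0.75 ± 0.144 in edgeR, and the difference between times did not pass (interaction adjusted p = 0.151). Of the 52 tested genes in the study's Aft1/Aft2 list, 27 were higher and 11 lower at 18 h and 31 and 9 at 42 h, over all genes tested and adjusted over the list alone. The study selected the list on these samples, so these counts are not independent evidence. With library totals in place of TMM 25 were higher and 13 lower at 42 h. The median coding length is 1113 nt and the median log2 fold change 0.384 at 18 h, where the length trend gives -0.0432.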

The rest of these genes are upregulated, at both time points, and include the following: *TIS11/CTH1*, involved in mRNA processing; *CCC2*, a Cu^2+^-transporting P-type ATPase gene; *UBC8*, which negatively regulates gluconeogenesis; *ECL1*, which increases oxygen consumption and respiratory activity; *SMF3*, a putative divalent metal ion transporter gene; *ARA2*, an NAD-dependent arabinose dehydrogenase gene; *FET3*, a ferro-O_2_-oxidoreductase gene; and *PEP4*, a vacuolar protease gene. Most of these upregulated genes are related to ion transport and redox functions, in agreement with our GO term enrichment analysis.

### Multigene families significantly modulated upon lactic acid exposure.

We identified an unusual regulatory pattern in a family of genes related to S. cerevisiae *FDH1*, which codes for formate dehydrogenase. This enzyme is known to be induced upon formate exposure in S. cerevisiae and is widely found in methylotrophic yeasts (36, 37). Recent studies showed that the Fdh1 enzyme contributes to oxidative stress resistance in bacteria (38, 39). The Z. parabailii genome contains six genes in this family (*I01900*_*B*, *O01850*_*A*, *P02220*_*N*, *H05680*_*N*, *N02280*_*N*, and *F04070*_*N*), although formate dehydrogenase activity has not been demonstrated for any of them. 

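At 18 h I01900_B (chromosome 9, 405481 to 406734) rose most among the FDH-like genes, from 3.44 ± 0.656 to 279 ± 52.6 CPM (SD, n = 2 and 3), an edgeR log2 fold change of 6.32 ± 0.249 (adjusted p = 4.24e-08). N02280_N (chromosome 14, 450924 to 452054) went from 3.45 ± 0.555 to 98.6 ± 4.37 CPM, a log2 fold change of 4.82 ± 0.418 (adjusted p = 2.48e-06) in edgeR. F04070_N (chromosome 6, 839100 to 840230) went from 1.81 ± 0.111 to 36.8 ± 4.49 CPM (4.33 ± 0.22). O01850_A (chromosome 15, 379866 to 381182) rose by 3.67 ± 0.17 in edgeR, H05680_N (chromosome 8, 1055449 to 1056579) by 3.60 ± 0.454 and P02220_N (chromosome 16, 428013 to 429143) by 2.76 ± 0.314. H05680_N and P02220_N remained at low levels in lactic acid, 4.72 ± 0.914 and 3.56 ± 0.766 CPM. All of them still passed after removal of the length trend.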

All six *FDH*-like genes were highly upregulated at 18 h of lactic acid exposure. 

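At 42 h these genes no longer rose, apart from P02220_N, which had 1.10 ± 0.201 CPM in control and 1.87 ± 0.331 CPM in lactic acid (SD, n = 3, edgeR log2 fold change 0.74 ± 0.277, adjusted p = 0.0345). F04070_N went from 42.8 ± 7.86 to 6.39 ± 0.602 CPM and N02280_N from 249 ± 57.9 to 90.3 ± 38.4 CPM (n = 3), edgeR log2 fold changes of -2.74 ± 0.163 (adjusted p = 3.64e-07) and -1.46 ± 0.283. O01850_A was lower by less than 2-fold (-0.56 ± 0.127 in edgeR), and I01900_B and H05680_N did not change (-0.07 ± 0.158, adjusted p = 0.70 and -0.18 ± 0.358, adjusted p = 0.676). Between 18 h and 42 h the control level itself rose, by 5.98 on the log2 scale for N02280_N, 4.67 for I01900_B, 4.54 for O01850_A, 4.22 for F04070_N, 1.45 for H05680_N and 0.659 for P02220_N. In the same order, the level in lactic acid changed by -0.125, -1.55, 0.352, -2.44, -1.23 and -0.774. The higher level of P02220_N at 42 h did not pass with library totals in place of TMM or in DESeq2.

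**Figure D3:**
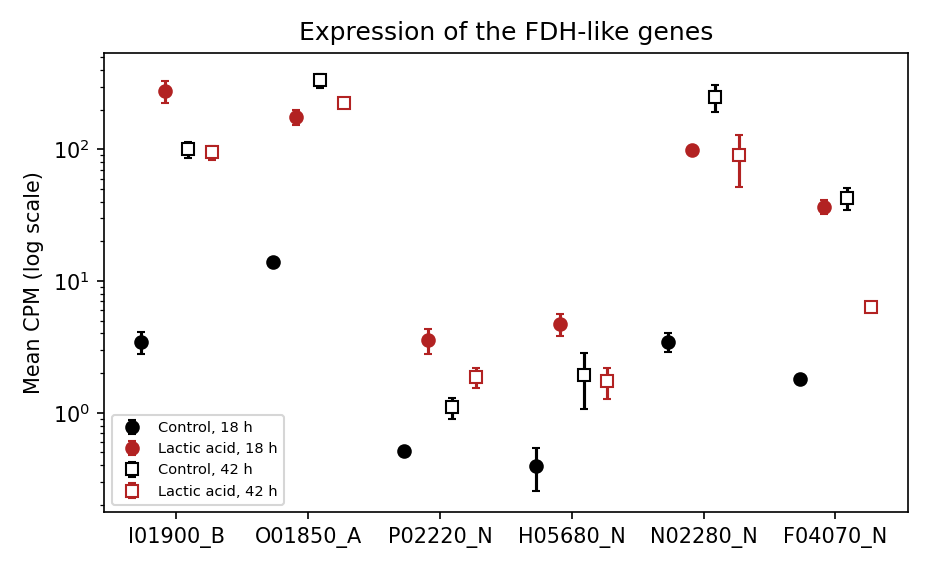
Mean CPM (log scale; SD, n = 2 in control at 18 h and n = 3 elsewhere) of the 6 FDH-like genes in the 4 groups; I01900_B has means of 3.44, 278.5, 100.0 and 94.9 CPM.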

*P02220*_*N* is lactic acid specific (Table S2), and *N02280_N* and *F04070*_*N* were also significantly downregulated at 42 h (Data Set S5). Formate dehydrogenases perform the NAD^+^-dependent oxidation of formate to carbon dioxide. The S. cerevisiae strain CEN.PK 113-7D contains two *FDH* genes (*FDH1* and *FDH2*), whereas only *FDH1* is intact in the laboratory strain BY4741 because *FDH2* is truncated (37). The function of *FDH* genes in S. cerevisiae is not well characterized, but these enzymes have been better studied in methylotrophic yeasts such as Komagataella phaffi, where they are involved in the last step of the methanol dissimilation pathway (36).

Interestingly, the phylogenetic distribution of *FDH* genes among sequenced yeast genomes is rather patchy (36) and indicative both of recent gene amplifications and of multiple gene losses. We searched for *FDH* homologs in the NCBI databases and constructed a phylogenetic tree (Fig. 5). Many yeast species lack *FDH* genes completely, containing only homologs of distantly related genes such as *GOR1* (glyoxylate reductase). Nevertheless, the phylogenetic relationship among the *FDH* genes of the few species that retain this gene agrees well with the expected relationship among these species (Fig. 5). This observation suggests that the patchy distribution is due to numerous losses of an ancestral *FDH* gene (for example, in the genera Torulaspora, Lachancea, and Kluyveromyces) and not the result of horizontal gene transfer. There is essentially no conservation of synteny among the existing *FDH* genes, which shows that multiple species-specific gene duplications and gene relocations have occurred. Of the six Z. parabailii *FDH*-like genes, four are closely related and form a phylogenetic cluster with Saccharomyces species (Fig. 5). The other two form a cluster with the only *FDH*-like gene we identified in the genome of CLIB213^T^, a Z. bailii sensu stricto strain. The sister species Zygosaccharomyces rouxii has four *FDH*-like genes that cluster together in the tree. Thus, amplifications of *FDH*-like genes by gene duplication have occurred separately in Z. parabailii and Z. rouxii, and in the former species they are highly induced by lactic acid. This difference in *FDH* gene copy number between Z. parabailii and Z. bailii may be a contributory factor in the difference in their tolerance to lactic acid, as our previous study showed that Z. parabailii ATCC 60483 is more resilient to lactic acid than the *Z. bailii sensu stricto* strains ATCC 8766 and ATCC 58445^T^ (synonymous with CLIB213^T^) (20).

**FIG 5:**
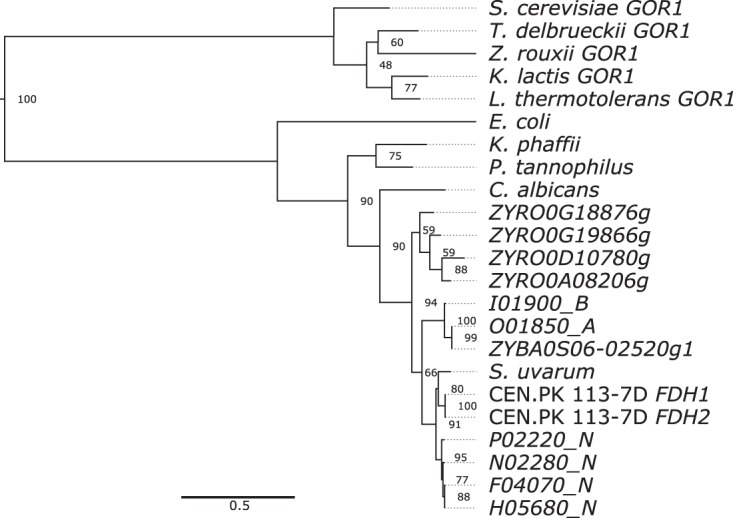
Phylogenetic tree of formate dehydrogenase amino acid sequences in yeast species (including Torulaspora delbrueckii, Zygosaccharomyces rouxii, Kluyveromyces lactis, Lachancea thermotolerans, Komagataella phaffii, Pachysolen tannophilus, Candida albicans, and Saccharomyces uvarum). The six Z. parabailii Fdh-like genes are shown (names ending in _A, _B, and _N). Prefixes ZYRO and ZYBA indicate genes from Z. rouxii and Z. bailii, respectively. The tree was rooted using the paralogous yeast gene *GOR1* (glyoxylate reductase), and Escherichia coli *FDH* is included for reference. The tree was constructed using PhyML. Bootstrap values from 100 replicates are shown.

We searched systematically for other Z. parabailii genes assigned to multigene families which have significant expression changes in lactic acid. This was done by searching for sets of three or more Z. parabailii genes that share the same Z. bailii ortholog. We examined a total of 123 Z. parabailii genes in multigene families of this type, of which 22 are differentially expressed at at least one time point (classified as category 9 in Data Set S5). These 22 genes belong to 12 different multigene families significantly modulated in lactic acid. For example, *F06230*_*N*, *N00190*_*A*, and *O04100*_*A* are homologs of the *FFZ2* transporters, which are specific to Zygosaccharomyces species and able to transport fructose and glucose when overexpressed in S. cerevisiae (40, 41). In this family, *F06230*_*N* is upregulated in lactic acid at both time points, whereas *N00190*_*A* is upregulated only at 18 h and *O04100_A* did not show significant expression changes. 

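F06230_N (chromosome 6, 1273521 to 1275320), the most expressed FFZ2 homolog, went from 63.9 ± 7.63 to 545 ± 118 CPM at 18 h (SD, n = 2 and 3) and from 8.98 ± 0.355 to 82.9 ± 16.1 CPM at 42 h (n = 3). In edgeR this gave log2 fold changes of 3.09 ± 0.223 (adjusted p = 6.51e-07) and 3.20 ± 0.20 (adjusted p = 4.74e-07). N00190_A (chromosome 14, 21204 to 23021) was upregulated at both times and less at 42 h. EdgeR gave 3.36 ± 0.288 and 1.20 ± 0.213 (interaction adjusted p = 0.000586), from 1.29 ± 0.185 CPM in control at 18 h and 4.96 ± 0.534 CPM at 42 h. Its 42 h value was 0.88, below 2-fold, with library totals in place of TMM. O04100_A (chromosome 15, 836260 to 838077) had 9 counts over the control libraries and 18 over the lactic acid libraries, too few to be tested.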

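Among the FIT2 homologs A10020_N rose from 0.0591 ± 0.0836 to 0.427 ± 0.138 CPM at 18 h (SD, n = 2 and 3). P00180_N (chromosome 16, 27917 to 28357) was upregulated at both times, from 1.31 ± 0.258 to 2.87 ± 0.353 CPM at 18 h and from 0.129 ± 0.0692 to 0.562 ± 0.255 CPM at 42 h (n = 3). EdgeR log2 fold changes were 1.15 ± 0.278 (adjusted p = 0.00297) and 1.98 ± 0.562 (adjusted p = 0.00935) on 42 counts in control and 140 in lactic acid. G00240_N (chromosome 7, 51301 to 51762) did not change at either time, with edgeR log2 fold changes of 0.26 ± 0.199 (adjusted p = 0.248) and 0.20 ± 0.445 (adjusted p = 0.71). After removal of the length trend the 18 h values were 1.96 for A10020_N and 0.60 for P00180_N and did not pass. G00240_N passed at 18 h with library totals in place of TMM (0.48) and with all 12 libraries (0.46). Without lactic acid replicate 2 P00180_N did not pass at 42 h.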

Another interesting family is *A10020*_*N*, *G00240*_*N*, and *P00180*_*N*, which are all lactic acid specific (Table S2), significantly upregulated in lactic acid (when the log_2_-fold change cutoff is ignored), and homologous to the iron siderophore transporter gene *FIT2* putatively under the control of Aft1/Aft2 (Fig. 4B; Data Set S7). This family also includes *K00140*_*A* and *C00210*_*N*, for which we did not observe any evidence of expression. Furthermore, given that *K00140*_*A* is identical to the only *FIT2* homolog annotated in Z. bailii strain CLIB213^T^ (BN860_19394g1_1), and it is not differentially regulated, the Z. parabailii-specific genes in this family may have functional relevance.

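K00140_A (chromosome 11, 11545 to 11997) and C00210_N (chromosome 3, 38687 to 39142) had few counts, most of them in lactic acid: 10 over the control libraries and 61 over the lactic acid libraries for K00140_A, and 6 and 57 for C00210_N. Mean CPM of K00140_A was 0.112 in control and 0.775 in lactic acid at 18 h, and 0.188 and 0.877 at 42 h. For C00210_N it was 0.142 and 0.631 at 18 h, and 0.0595 and 0.923 at 42 h. Both stayed below the filter of 1 CPM and were not tested.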

## DISCUSSION

We aim to engineer a yeast strain able to produce lactic acid which, at high concentrations, is toxic to the cells. Our results indicate that, in general terms, Z. parabailii counteracts the toxicity of lactic acid by modulating its oxidation-reduction processes and the composition of its cell boundaries. Although some of these responses overlap those of S. cerevisiae, Z. parabailii additionally shows an interplay between its two homeologous gene sets and utilizes expanded multigene families. Validation of these observations awaits the development of better molecular tools for manipulation of Z. parabailii, but our work nevertheless represents a significant step toward engineering this nonconventional yeast to produce lactic acid.

The toxicity of lactic acid, and weak acids in general, involves dissipation of the pH gradient at the plasma membrane (42). Other secondary effects result from the intracellular accumulation of the weak acid counteranions. For example, acetate has been shown to trigger programmed cell death and an increase in the formation of reactive oxygen species (ROS) (12), while sorbate affects the membrane structure (43). Microorganisms have developed different mechanisms to tolerate these toxic effects. For example, S. cerevisiae responds to weak acids by using H^+^-ATPases to control intracellular pH (44). In Pichia anomala, a higher tolerance is achieved by coupling H^+^-ATPases with increased mitochondrial ATP production (45). Candida krusei also has higher tolerance to lactic and acetic acids than S. cerevisiae, postulated to involve a quicker H^+^-ATPase response (46). Z. parabailii shares this ATP-dependent tolerance response but has some unique features, connected to the hybrid nature of its genome, as discussed below.

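Genes of the mitochondrial ATP synthase were higher in lactic acid at 18 h. ATP4, for a subunit of its stator (A04560_B), went from 133 ± 5.04 to 505 ± 50.5 CPM at 18 h (SD, n = 2 and 3). Its edgeR log2 fold changes were 1.93 ± 0.194 (adjusted p = 7.26e-06) at 18 h and 1.07 ± 0.163 (adjusted p = 0.000166) at 42 h, and ATP14 (A03390_B) had 1.78 ± 0.166 and 1.05 ± 0.14. Subunits of the vacuolar H+-ATPase, which acidifies the vacuole, split at 18 h. VMA2 (G02050_A) was higher by 0.84 ± 0.151 in edgeR, while VMA1 (G05560_A) and VPH1 (H03180_B) changed by -2.12 ± 0.175 and -2.07 ± 0.181. Of 13 tested ATP synthase genes all 13 were higher at 18 h and 12 at 42 h, over all genes tested and over the list alone, with medians of 1.43 and 0.759. At a median coding length of 309 nt the length trend gives 0.484 and 0.0629, and 12 were higher after its removal at each time. By 2-fold or more 12 were higher at 18 h and 6 after the removal, with a median of 0.780. Of 20 tested proton pump genes 14 were higher and 4 lower at 18 h, over all genes tested and over the list alone, and 7 and 6 after removal of the length trend (median length 586.5 nt). Without control replicate 3 at 18 h 9 were higher. At 42 h 10 were higher and 2 lower, but with library totals in place of TMM 3 were higher and 9 lower, and without lactic acid replicate 3 at 42 h 6 were higher.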

We observed upregulation of genes related to detoxification of ROS which could be linked to the upregulation of the respiratory chain and the glyoxylate cycle. 

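Many respiratory chain genes were higher at 18 h. COX7, for a subunit of cytochrome c oxidase (B03140_A), was upregulated by edgeR log2 fold changes of 1.17 ± 0.196 (adjusted p = 0.000269) at 18 h and 1.57 ± 0.171 (adjusted p = 1.6e-05) at 42 h. QCR9, for a subunit of the cytochrome bc1 complex (A05090_B), rose by 1.39 ± 0.182 and 1.50 ± 0.157. IDH1, for the mitochondrial NAD-dependent isocitrate dehydrogenase (B03070_A), rose by 2.26 ± 0.221 and 1.98 ± 0.186 in edgeR. Against these, the catalase gene CTT1 (B04860_N) had -2.09 ± 0.378 and -1.22 ± 0.336 in edgeR. The A copy of CTA1 (B06420_A) had -2.22 ± 0.333 at 18 h in edgeR, and its B copy H03570_B did not change (0.01 ± 0.114, adjusted p = 0.958). Of 14 tested genes of cytochrome c and its oxidase 12 were higher and 0 lower at 18 h (13 over the list alone) and 11 higher and 1 lower at 42 h (as many over the list alone). With a median length of 346.5 nt the length trend gives 0.466 at 18 h, and 7 were higher after its removal. On library totals without TMM 7 of the 14 were higher at 42 h. Of 8 tested genes of the cytochrome bc1 complex 6 were higher and 0 lower at 18 h and 2 higher and 3 lower at 42 h, over all genes tested and over the list alone (median length 784.5 nt, length trend 0.190 at 18 h). Library totals without TMM gave 2 higher and 6 lower at 42 h. Of 18 tested genes of the tricarboxylic acid cycle 11 were higher and 3 lower at 18 h and 9 higher and 1 lower at 42 h, over all genes tested and over the list alone (median length 1086 nt, length trend -0.0223 at 18 h). Of 21 tested antioxidant genes 12 were higher and 6 lower at 18 h and 3 higher and 6 lower at 42 h, over all genes tested and over the list alone (median length 1200 nt, length trend -0.110). With library totals in place of TMM 12 were lower at 42 h. PRX1, for the mitochondrial peroxiredoxin (B07620_A), changed sign, with 1.05 ± 0.164 at 18 h and -1.52 ± 0.145 at 42 h in edgeR.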

Lactic acid stress has been reported to imbalance the prooxidant/antioxidant ratio (47) and trigger the accumulation of ROS via the Fenton reaction (48). Accordingly, overexpression of cytosolic catalase or introduction of the pathway for biosynthesis of l-ascorbic acid (a well-known antioxidant) into S. cerevisiae improved resistance to oxidative and lactic acid stress (49, 50). The alleviating effect of antioxidants indicates the importance of controlling the concentration of H_2_O_2_, which can catalyze the conversion of glyoxylate into formate and CO_2_ (51). The upregulation of the glyoxylate cycle, combined with respiratory chain, would then result in the production of H_2_O_2_ and formate. The expansion and upregulation of the *FDH* multigene family in Z. parabailii would then serve to convert the otherwise toxic formate into NADH and CO_2_. This mechanism was described in the bacterium Pseudomonas fluorescens as an antioxidative defense mechanism (39, 52), and we speculate that the multiple Fdh enzymes in Z. parabailii might serve a similar role.

There are significant differences between the response to lactic acid that we observed in Z. parabailii and the responses previously reported in S. cerevisiae (32, 33). While many of these differences may reflect differences in physiology of the two yeasts, there were also differences in experimental setup used. We used microaerobic conditions, whereas previous studies used anaerobic chemostat conditions (32) and batch flask fermentation (33). Nevertheless, we also identified some similarities between the lactic acid responses in S. cerevisiae and Z. parabailii, involving iron homeostasis genes such as those encoding siderophore transporters and iron transporters. In S. cerevisiae, a high concentration of lactate ions in the growth medium chelates free iron, reducing its availability for cellular functions (32) and triggering a strong regulation of iron homeostasis (32, 33). We observed a similar response to lactic acid stress in Z. parabailii.

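More genes of iron uptake and use passed at 42 h than at 18 h, which depends in part on the scaling. FTH1, for an iron transporter of the vacuole, was higher at both times, by edgeR log2 fold changes of 1.00 ± 0.143 (adjusted p = 9.24e-05) and 0.66 ± 0.13 (adjusted p = 0.000976) for B06670_A. YFH1, for mitochondrial frataxin (B02780_A), was upregulated at 42 h by 1.03 ± 0.129 in edgeR. The iron-sulfur scaffold gene ISU1/ISU2 (B05670_A) rose by 1.08 ± 0.185, and the copper transporter gene CTR1 (B08230_A) by 1.60 ± 0.224. SMF1, for a manganese transporter (A02600_B), and CTR2, for a vacuolar copper transporter (A08210_B), were downregulated at 42 h, by -1.56 ± 0.108 and -1.03 ± 0.0825 in edgeR. Of 26 tested genes of iron uptake and homeostasis 7 were higher and 3 lower at 18 h and 16 higher and 7 lower at 42 h, over all genes tested and over the list alone. At 18 h both shares were below those over all genes (3442 higher and 3413 lower of 9683). On library totals without TMM 11 were higher and 2 lower at 18 h and 12 and 9 at 42 h. The median coding length is 1221 nt and the median log2 fold change 0.0940 at 18 h and 0.634 at 42 h, where the length trend gives -0.126 and 0.0203.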

We found that Z. parabailii appears to modulate its cell wall in response to lactic acid stress. 

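Wall genes beyond those given above fell as well. PRY3, for a cell wall protein related to sterol binding (A07270_B), was downregulated at both times by edgeR log2 fold changes of -2.19 ± 0.129 (adjusted p = 1.41e-07) and -1.84 ± 0.121 (adjusted p = 5.94e-07). TOS1, for a wall protein bound to glucan (B06600_A), changed at 18 h by -2.46 ± 0.12 in edgeR and did not change at 42 h (-0.27 ± 0.11, adjusted p = 0.0537). The other CCW12 gene F00840_N changed by -3.43 ± 0.184 and -1.61 ± 0.164 in edgeR. The HSP150/PIR3 gene I03150_N had 1525 ± 62.5 CPM in control and 123 ± 5.03 CPM in lactic acid at 18 h (SD, n = 2 and 3).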

The cell wall is generally considered to be a barrier for large molecules (53, 54). Nevertheless, studies on S. cerevisiae have reported changes in expression of genes coding for cell wall components (55), or related to cell wall integrity (56), in response to acetic acid or to a low pH environment (57). In Z. parabailii, the downregulation of cell wall-related genes that we observed in this study can be linked to the decrease of cell wall mannoprotein and β 1→3 glucan levels that we previously found by Fourier transform infrared spectroscopy (FTIR) analysis (20). Together with the peculiar plasma membrane composition (19), these changes in the cell wall may contribute to the superior lactic acid tolerance of Z. parabailii.

The expression of Haa1-regulated genes during stress in Z. parabailii is rather different from that in S. cerevisiae. Haa1 has been reported to be a transcriptional activator of genes in response to both acetic acid and lactic acid in S. cerevisiae (32, 58, 59) and in response to acetic acid in Z. bailii (lactic acid was not investigated) (23, 60). It is intriguing to observe a different expression pattern for those genes in Z. parabailii during lactic acid stress, but further studies will be necessary to fully characterize the divergence of the roles of the Haa1 orthologs in the two species.

We found that lactic acid stress induces robust and statistically significant divergent expression responses between the homeologous gene pairs in Z. parabailii. These differences need to be further explored when considering differentially expressed genes as engineering targets, but the overall stress response we saw among them is striking. 

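Where the ratio changed, either only 1 homeolog passed or both moved in the same direction by unequal amounts in most pairs, and few moved in opposite directions. In FET3 both rose at 42 h. Its A copy C00700_A rose more than K00610_B, and the ratio went from 0.313 to 0.601 (limma log2 change 1.71 ± 0.104, adjusted p = 2.69e-08). MCH4, for a transporter related to monocarboxylate permeases (C03450_A and A02630_B), is one of the few opposite pairs. It had a limma log2 change of 1.72 ± 0.198 (adjusted p = 1.18e-05) at 42 h. Its A gene was upregulated (edgeR 1.19 ± 0.302) and its B gene lower (-0.61 ± 0.24, adjusted p = 0.0441). Of the pairs whose ratio changed by limma, both genes passed edgeR in the same direction in 392 at 18 h and 454 at 42 h, and in opposite directions in 53 and 44. Only 1 gene passed in 428 and 543 pairs, and neither in 75 and 165. Changes by 2-fold or more were seen in 141 pairs at 18 h and 89 at 42 h. The same direction at both times was found in 238 pairs toward A and 217 toward B, where independence would give 122.1 and 97.9, and 96 pairs changed in opposite directions.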

Homeologous gene pairs are present in all hybrid (allopolyploid) organisms (26). Most previous transcriptomic analyses involving homeologous pairs have been carried out in plant species (61–63), although there are examples with fungi (64) and yeasts (65, 66). We are not aware of any previous studies that found a similar genome-wide increase in homeolog expression divergence under stress conditions. Our study differs from previous work on yeast hybrids because we examined gene expression in a natural hybrid isolate, whereas preceding studies analyzed synthetic hybrids (65, 66). Furthermore, we compared expression between homeolog pairs under two different growth conditions, whereas previous comparisons were done against the parental genes (65, 66), even when more than one condition was used (65).

Our study is a pioneering approach to examining the transcriptome of a hybrid yeast. It was made possible by the availability of a high-quality reference genome sequence (25), which is often not available for other hybrid organisms. It also required highly stringent and tailored methods to measure the expression of highly similar genes and even identical copies. We showed that homeologous gene pairs have different expression patterns when subjected to acid stress, which could reflect or override transcriptional control mechanisms inherited from the parents of this hybrid. This hybrid nature is one of a few differences we observed in comparison with the lactic acid responses reported for S. cerevisiae and Z. bailii. Our observations need further experimental validation given that changes in transcript levels are not always reflected in protein activities *in vivo*. Nevertheless, our observations that the duplicated homologs of *DLD1* and *DLD2* are expressed only at a low level in lactic acid and that *DLD1* shows a statistically significant 2-fold decrease in expression in lactic acid are consistent with the absence of lactic acid consumption by *Z*. parabailii under these conditions (20), which is a key feature needed for a lactic acid-producing host. 

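The counts behind the DLD genes come from both copies together. DLD1 copy N05010_A had 1313 ± 16.6 RPKM in control and 338 ± 44.1 RPKM in lactic acid at 18 h (SD, n = 2 and 3), and 2859 ± 184 and 1456 ± 739 RPKM at 42 h (n = 3). DLD2 copy G05430_N had 718 ± 148 and 713 ± 71.2 RPKM at 18 h, and 661 ± 91.7 and 1468 ± 224 RPKM at 42 h. The DLD1 log2 fold change at 42 h minus that at 18 h was 0.82 ± 0.349 for I04780_A and 0.85 ± 0.36 for N05010_A, which did not pass (edgeR interaction adjusted p = 0.0668 and 0.0659). Lactate itself was not measured in the data used here.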

Our study provides methods and data to facilitate the understanding of molecular responses during acid stress in this or other hybrid yeasts, which is important for both fundamental and applied science.

## MATERIALS AND METHODS

### Cell growth, RNA extraction, and sequencing.

Z. parabailii strain ATCC 60483 was used for bioreactor fermentation. Cell aliquots, stored at −80°C in yeast extract-peptone-dextrose (YPD) glycerol stock, were grown to mid-exponential phase before being inoculated into the bioreactor at a final absorbance (optical density at 660 nm [OD_660_]) of 0.1. We used 2× Verduyn growth medium (67) at pH 3 containing 40 g liter^−1^ glucose with 40 g liter^−1^ lactic acid or no lactic acid (control condition). The fermentations were performed in 2-liter-volume bioreactors (Biostat B; Sartorius AG, Germany) with an operative volume of 1.5 liters. The temperature was maintained at 30°C, pH 3, by the addition of 4 M NaOH, and the stirrer speed was set to 400 rpm. The inlet gas flow was adjusted by two mass flow controllers (Bronkhornst high-tech EL-FLOW Select). The mass flow was set to obtain a mixture of N_2_ and air with a final concentration of inlet oxygen of 5%. The mixture was sparged at 0.75 vvm. Antifoam (Antifoam 204; Sigma-Aldrich) was used for foaming control.

The samples for RNA sequencing were taken in triplicate at 18 h and 42 h from the bioreactor fermentation, corresponding to log phase and postdiauxic shift, respectively (20). Total RNA was extracted using a Zymo Research Fungal/Bacterial RNA MiniPrep kit (Irvine, USA), and the quality of the RNA samples was evaluated with an Agilent bioanalyzer. The RNA samples were sequenced using the Illumina HiSeq2000 platform with 100-nucleotide (nt)-long paired-end reads at Parco Tecnologico Padano (Lodi, Italy).

### RNA-seq analysis.

We used our Z. parabailii ATCC 60483 genome annotation as a reference (25). This annotation consists of 10,072 nuclear and 13 mitochondrial protein-encoding genes obtained using an improved version of the Yeast Genome Annotation Pipeline (68) and includes additional metadata as an aid for functional interpretation. Briefly, because of its hybrid nature, the Z. parabailii genome contains two homeologous copies of most genes. We use suffixes _A and _B in gene names to indicate the two copies, where _A indicates gene copies that are virtually identical to their *Z. bailii sensu stricto* orthologs and _B indicates copies that are more divergent (5 to 25% synonymous sequence divergence). A few genes have the suffix _N because they could not be assigned to either of these two groups. There are 4,139 homeologous A:B gene pairs in the annotated genome sequence, but for 3 pairs we did not detect transcription of either of the genes under any condition, so these 3 pairs were not analyzed further.

Some extra information (see Data Set S1 in the supplemental material) was added to the original annotation, including functional domains and protein family memberships, which were obtained by aligning all the Z. parabailii ATCC 60483 amino acid sequences against the PFAM database (69) using HMMER v.3.0 (70). A genome-wide annotation of transmembrane proteins was also made by comparing the Z. parabailii proteome against the TransportDB 2.0 (71) database using BLAST v.2.2.22 (72). The sequences were then filtered based on identity (>35%) and coverage (>80%) and submitted to the TMHMM server v.2.0 (73) to determine a minimum of two potential transmembrane domains per sequence. Blast2GO (74) was then used to generate a custom gene ontology (GO) annotation for Z. parabailii (Data Set S2).

The raw RNA-seq reads were mapped against the Z. parabailii ATCC 60483 nuclear and mitochondrial genomes (25) using Bowtie v.1.1.2 (75) with the parameters -v 0 -k 10 --best -M 1. The parameter -v 0 gives high stringency by allowing no mismatches in the alignments discriminating between highly similar regions in the genome and discarding reads with sequencing artifacts. The parameters -k 10 --best -M 1 report only the best possible alignment out of up to 10 alternatives and, in case there are two equivalent best hits, only one is reported at random. This procedure reports multimapping reads with the tag “XM:i:2” and a mapping quality (MAPQ) equal to 0.

The mapped reads were subsequently counted using htseq-count v.0.6.0 (76) with two different settings. In the first case, htseq-count was applied to the full set of Z. parabailii genes with default parameters, to generate what we refer to as “full” counts. This setting discards the alignments for multimapping reads, because their quality is artificially set to the lowest possible value. Then, to obtain data from pairs of identical genes, a different htseq-count run was performed with the parameter -a 0 allowing for an MAPQ of ≥0. To avoid spurious low-quality alignments, this second run used only the alignments with the XM:i:2 tag and was applied only to a set of 232 duplicated genes that have 100% sequence identity (measured using blastn [72]), over their full length, to one or more other Z. parabailii genes. The counts from this second htseq-run for duplicated genes with multimapping reads are referred as “duplicated” counts. The duplicated counts represent a composite signal from two or more identical genes and potential different quality values, which is not the case for the “full” counts. Therefore, the two sets of counts were analyzed separately. All the counts reported are “full” counts unless stated otherwise.

The RNA-seq read counts were split into four groups according to condition and time point, each group containing three libraries. One of the libraries for the control condition at 18 h contained few reads (5.9 million, compared to the average of 30.5 million from the other libraries) and was excluded from further analyses. We therefore used the TMM method (77) implemented in edgeR v.3.18.1 (78) to normalize the read counts and provide better comparability across the different-sized samples. Counts per million (CPM) were calculated from the normalized counts using edgeR. Genes with less than 1 CPM in at least three samples from the same condition were considered to have no evidence of expression. We also calculated reads per kilobase of transcript per million mapped reads (RPKM) using edgeR. This was done for the normalized and filtered sets of “full” counts for 4,136 homeolog pairs and for the “duplicated” counts for the 232 duplicated genes.

An expression ratio index was calculated for the 4,136 A:B homeolog pairs for which at least one gene in the pair showed evidence of expression. There are 4,139 homeologous A:B gene pairs in the annotated genome sequence, but for 3 pairs we did not detect transcription of either of the genes under any condition, so these 3 pairs were not analyzed further. The expression ratio is calculated as follows: expression ratio = avg RPKM_A_*/*(avg RPKM_A_ *+* avg RPKM_B_) where the subscripts A and B indicate the parental origin of each gene and avg is the average. This index ranges from 0 to 1, with 0.5 meaning equal expression of the A and B homeologs. RPKM values for each homeolog in a pair, averaged among replicates, are given in Data Set S3. We calculated descriptive statistics from the expression ratio for the different groups using the R package psych v.1.7.5 (79). Exact binomial tests and Fligner-Killeen tests were performed using the R functions binom.test and fligner.test. The R function p.adjust was used for Bonferroni's correction of *P* values for multiple testing.

The normalized and filtered data sets were Voom transformed (80) to consider the differences in count sizes (or sequencing depth) and the overall data set variability. This was followed by differential expression analysis (DEA) with an adjusted *P* value of <0.05 and a ∣log_2_-fold change∣ of ≥1 for statistical significance (Data Set S4 for the “full” set; Data Set S5 for the “duplicated” set). Both the Voom transformation and the differential expression analysis were done using Limma v.3.32.2 (81). The Z. parabailii GO annotation was utilized for GO term enrichment analysis with the R package goseq v.1.28.0 (82), applied to the three sets of upregulated genes (18 h, 42 h, and both time points) as well as to the corresponding three sets of downregulated genes (Data Set S6). The output of goseq was visualized using UpsetR v.1.3.3 (83).

### Phylogenetic analysis of formate dehydrogenase sequences.

Protein sequences of homologs of the Z. parabailii Fdh-like proteins were identified by blastp (72) searches against the nonredundant protein sequence database of the National Center for Biotechnology Information (NCBI) with default parameters. The search was restricted to yeast species (taxid:4932). Representative sequences were selected from the species indicated in Fig. 5. For yeast species that lacked an apparent Fdh, we retained the next-most-similar protein instead, which in all cases had higher similarity to S. cerevisiae Gor1, another protein with an NAD(P)-binding domain. Escherichia coli Fdh1, which is more closely related to yeast Fdh1 than to yeast Gor1, was included for reference. Alignments and phylogenetic trees were generated in SeaView v.4 (84) with the included versions of Clustal Omega (85) and PhyML (86) using 100 bootstrap replicates. The output was visualized using FigTree v.1.4.3 (http://tree.bio.ed.ac.uk/software/figtree/).

### Accession number(s).

The RNA-seq data reported here have been deposited in NCBI's Gene Expression Omnibus (87) under accession number GSE104654. The submitted data include the RNA-seq fastq files, counts for the “full” and “duplicated” sets (both raw and normalized), and RPKM values for the duplicated genes.

## Supplementary Material

Supplemental material

# Supplementary material for: Transcriptional Response to Lactic Acid Stress in the Hybrid Yeast Zygosaccharomyces parabailii
**Source:** Appl Environ Microbiol. 2018 Feb 14;84(5):e02294-17. doi: 10.1128/AEM.02294-17
**Supplement:** Supplemental material

Supplemental material 

# Transcriptional Response to Lactic Acid Stress in the Hybrid Yeast Zygosaccharomyces parabailii

## Supplemental material

- Supplemental file 1 -

  Control-specific genes (Table S1); lactic acid-specific genes (Table S2); data set descriptions.

  PDF, 116K
- Supplemental file 2 -

  Full annotation table for the *Z. parabailii* genome (Data Set S1).

  XLSX, 940K
- Supplemental file 3 -

  *Z. parabailii* functional annotation (Data Set S2).

  XLSX, 1.0M
- Supplemental file 4 -

  Averaged reads per kilobase of transcript per million mapped reads for homeolog gene pairs (Data Set S3).

  XLSX, 489K
- Supplemental file 5 -

  Duplicated genes differentially expressed during lactic acid exposure (Data Set S4).

  XLSX, 88K
- Supplemental file 6 -

  Differentially expressed genes during lactic acid exposure (Data Set S5).

  XLSX, 283K
- Supplemental file 7 -

  Enriched GO terms among differentially expressed genes (Data Set S6).

  XLSX, 19K
- Supplemental file 8 -

  List of differentially expressed genes controlled by Haa1 and Aft1/2 (Data Set S7).

  XLSX, 24K

# Supplementary material for: Transcriptional Response to Lactic Acid Stress in the Hybrid Yeast Zygosaccharomyces parabailii
**Source:** Appl Environ Microbiol. 2018 Feb 14;84(5):e02294-17. doi: 10.1128/AEM.02294-17
**Supplement:** Supplemental material

Supplemental Material

Transcriptional response to lactic acid stress in the hybrid yeast *Zygosaccharomyces parabailii*

Raúl A. Ortiz-Merino^a, Nurzhan Kuanyshev^{b,c}, Kevin P. Byrne^a, Javier A. Varela^c, John P. Morrissey^c, Danilo Porro^b, Kenneth H. Wolfe^a, Paola Branduardi^{b#}

School of Microbiology/Centre for Synthetic Biology and Biotechnology/Environmental

Table S1. Control-specific genes.

**ID**	**NCBI_ID**	**Description**
A00140_N	BZL39_A00140	related to L-lactate dehydrogenase
A01200_B	BZL39_A01200	uncharacterized protein ZBAI_04890
A02950_B	BZL39_A02950	uncharacterized protein ZBAI_04711
A04460_B	BZL39_A04460	related to PCH2- ATPase
A05220_N	BZL39_A05220	uncharacterized protein ZBAI_04496
A09510_B	BZL39_A09510	related to IRC11-Strong similarity to YDR391c
A09995_N	BZL39_A09995	---NA---
A10080_N	BZL39_A10080	ZYBA0S13-00232g1_1
B03300_A	BZL39_B03300	ZYBA0S04-07030g1_1
B09380_A	BZL39_B09380	A Chain Crystal Structure Of Yth Domain Of<br>Zygosaccharomyces rouxii Mrb1 In Complex With<br>N6-methyladenosine RNA
B09470_A	BZL39_B09470	related to IRC11-Strong similarity to YDR391c
B09730_A	BZL39_B09730	ZYBA0S13-00980g1_1
B10130_N	BZL39_B10130	CIC11C00000000719
C03800_A	BZL39_C03800	BN860_11408g1_1
D01770_B	BZL39_D01770	uncharacterized protein ZBAI_02445
E02670_A	BZL39_E02670	BN860_10704g1_1
E07220_N	BZL39_E07220	Y element ATP-dependent helicase
G06420_N	BZL39_G06420	related to ketopantoate reductase
H01670_B	BZL39_H01670	uncharacterized protein ZBAI_06090
H04800_B	BZL39_H04800	uncharacterized protein ZBAI_05789
H06370_A	BZL39_H06370	related to ornithine aminotransferase
I04800_A	BZL39_I04800	related to Peroxisomal membrane PAS20
J00180_N	BZL39_J00180	related to ornithine aminotransferase
J03940_A	BZL39_J03940	cell wall CWP1
K04960_A	BZL39_K04960	probable OPT1-High-affinity glutathione transporter
K05090_N	BZL39_K05090	related to permease of the major facilitator<br>superfamily
M00100_N	BZL39_M00100	Y element ATP-dependent helicase
M00110_N	BZL39_M00110	Y element ATP-dependent helicase 1 copy 6
M00290_N	BZL39_M00290	related to ornithine aminotransferase
N00210_N	BZL39_N00210	related to MFS multidrug transporter
N05030_A	BZL39_N05030	related to Peroxisomal membrane PAS20

Table S2. Lactic acid-specific genes.

**ID**	**NCBI_ID**	**Description**
A00170_N	BZL39_A00170	threonine dehydratase
A00180_A	BZL39_A00180	probable Allantoate permease
A00210_B	BZL39_A00210	probable Constitutive acid phosphatase
A00290_A	BZL39_A00290	related to thermophilic desulfurizing enzyme
A05200_N	BZL39_A05200	uncharacterized protein ZBAI_04498
A07530_B	BZL39_A07530	uncharacterized protein ZBAI_04271
A09010_N	BZL39_A09010	uncharacterized protein ZBAI_08640
A10020_N	BZL39_A10020	Fit2p
A10040_B	BZL39_A10040	related to Siderophore iron transporter 3
B00200_A	BZL39_B00200	related to ketopantoate reductase
B10000_A	BZL39_B10000	related to Siderophore iron transporter 3
C00430_A	BZL39_C00430	BN860_18976g1_1
C05100_A	BZL39_C05100	BN860_08460g1_1
E00130_A	BZL39_E00130	BN860_16600g1_1
E01370_A	BZL39_E01370	related to Similarity to YIL123w and Sun4p
E02440_A	BZL39_E02440	BN860_11232g1_1
E06720_A	BZL39_E06720	BN860_01398g1_1
F06250_N	BZL39_F06250	probable Vacuolar sorting targeting 10
G00240_N	BZL39_G00240	Fit2p
G01010_A	BZL39_G01010	Gor1p
J00140_N	BZL39_J00140	1-aminocyclopropane-1-carboxylate deaminase
J05500_A	BZL39_J05500	ZYBA0S03-00892g1_1
K00230_N	BZL39_K00230	uncharacterized protein ZBAI_09841
K05040_N	BZL39_K05040	ZYBA0S13-00144g1_1
K05170_A	BZL39_K05170	related to ketopantoate reductase
L05300_N	BZL39_L05300	related to Soluble epoxide hydrolase
M00150_N	BZL39_M00150	uncharacterized protein ZBAI_01365
M00180_N	BZL39_M00180	uncharacterized protein ZBAI_01367
M00220_N	BZL39_M00220	related to MFS multidrug transporter
N00200_N	BZL39_N00200	Hxt3p
N00290_A	BZL39_N00290	probable Fluconazole resistance 1
O04150_N	BZL39_O04150	uncharacterized protein ZBAI_08167
O04170_A	BZL39_O04170	related to Arsenical-resistance 3
P00180_N	BZL39_P00180	Fit2p
P02220_N	BZL39_P02220	Fdh1p
ZPARMT0022	BZL39_MT0022	NA

Supplemental file 2: **Data Set S1.** Full annotation table for the *Z. parabailii* genome. The table includes the *Z. parabailii* gene codes, their corresponding *Z. bailii* homeolog (if any), the *S. cerevisiae* homolog(s) (if any), and the gene category as reported in Ortiz-Merino *et al.* 2017 (1). It also includes the PFAM (2) category and a logical column TM indicating if the gene has more than 2 transmembrane domains and has hits in TransportDB (3) as described in the method section. The names and systematic IDs for the corresponding *S. cerevisiae* homologs assigned by YGAP (4) are also included with a link to their description in the Saccharomyces Genome Database (<http://www.yeastgenome.org>).

Supplemental file 3: **Data Set S2.** *Z. parabailii* functional annotation obtained using Blast2GO (5). The table includes a brief description of the best blast (6) hit including the number of hits and e-Value found by Blast2GO as described in the software documentation. In addition, it shows the assigned Gene Ontology terms and Enzyme Classification codes with a brief description.

Supplemental file 4: **Data Set S3.** Averaged Reads Per Kilobase of transcript per Million mapped reads (RPKM) values for homeolog gene pairs. Columns are labels as C or LA corresponding to control or lactic acid and 18 or 42 corresponding to the timepoint. Columns with the suffix _A correspond to the A gene similar to _B and B genes.

Supplemental file 5: **Data Set S4.** Duplicated genes differentially expressed during lactic acid exposure. In separate sheets, the *Z. parabailii* duplicated genes found as up- or downregulated in the different time points. Each sheet includes the corresponding statistical values obtained for each gene from the Limma-Voom analysis (7, 8) and the functional metadata described in the methods section.

Supplemental file 6: **Data Set S5.** Differentially expressed genes during lactic acid exposure. In separate sheets, the *Z. parabailii* genes found as up- or downregulated in the different time points. Each sheet includes the corresponding statistical values obtained for each gene from the Limma-Voom (7, 8) analysis and the functional metadata described in the methods section. Enriched GO terms amongst the differentially expressed genes. In separate sheets, the terms found as enriched with an adjusted P value ≤ 0.05 using goseq (9) for the upregulated and downregulated gene sets. The value was $\log_{10}$ transformed to facilitate visual interpretation and it is shown when obtained at each individual time point or both.

Supplemental file 7: **Data Set S6.** Enriched GO terms among differentially expressed genes. In separate sheets, the terms found as enriched with an adjusted P value ≤ 0.05 using goseq (9) for the upregulated and downregulated gene sets. The value was $\log_{10}$ transformed to facilitate visual interpretation and it is shown when obtained at each individual time point or both.

Supplemental file 8: **Data Set S7.** List of differentially expressed genes controlled by Haa1 and Aft1/2. *Z. parabailii* genes whose *S. cerevisiae* homolog is under control of either Haa1 or Aft1/2 according to YEASTRACT (10). The $\log_2$ -fold change values are shown in the case they were found as differentially expressed at 18 h or 42 h. The *S. cerevisiae* standard or systematic names are shown including the corresponding paralog if there is any.

References

1. **Ortiz-Merino RA, Kuanyshev N, Braun-Galleani S, Byrne KP, Porro D, Branduardi P, Wolfe KH.** 2017. Evolutionary restoration of fertility in an interspecies hybrid yeast, by whole-genome duplication after a failed mating-type switch. *PLoS Biol* **15**:e2002128.
2. **Finn RD, Bateman A, Clements J, Coghill P, Eberhardt RY, Eddy SR, Heger A, Hetherington K, Holm L, Mistry J, Sonnhammer EL, Tate J, Punta M.** 2014. Pfam: the protein families database. *Nucleic Acids Res* **42**:D222-230.
3. **Elbourne LD, Tetu SG, Hassan KA, Paulsen IT.** 2017. TransportDB 2.0: a database for exploring membrane transporters in sequenced genomes from all domains of life. *Nucleic Acids Res* **45**:D320-D324.
4. **Proux-Wera E, Armisen D, Byrne KP, Wolfe KH.** 2012. A pipeline for automated annotation of yeast genome sequences by a conserved-synteny approach. *BMC Bioinformatics* **13**:237.
5. **Gotz S, Garcia-Gomez JM, Terol J, Williams TD, Nagaraj SH, Nueda MJ, Robles M, Talon M, Dopazo J, Conesa A.** 2008. High-throughput functional annotation and data mining with the Blast2GO suite. *Nucleic Acids Res* **36**:3420-3435.
6. **Altschul SF, Gish W, Miller W, Myers EW, Lipman DJ.** 1990. Basic local alignment search tool. *J Mol Biol* **215**:403-410.
7. **Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W, Smyth GK.** 2015. limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Res* **43**:e47.
8. **Law CW, Chen Y, Shi W, Smyth GK.** 2014. voom: Precision weights unlock linear model analysis tools for RNA-seq read counts. *Genome Biol* **15**:R29.
9. **Young MD, Wakefield MJ, Smyth GK, Oshlack A.** 2010. Gene ontology analysis for RNA-seq: accounting for selection bias. *Genome Biol* **11**:R14.
10. **Teixeira MC, Monteiro P, Jain P, Tenreiro S, Fernandes AR, Mira NP, Alenquer M, Freitas AT, Oliveira AL, Sa-Correia I.** 2006. The YEASTRACT database: a tool for the analysis of transcription regulatory associations in *Saccharomyces cerevisiae*. *Nucleic Acids Res* **34**:D446-451.

How the deposited data were processed for this re-analysis (not part of the article)

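RNA was measured in 12 rRNA-depleted libraries of Z. parabailii: control and lactic acid cultures at 18 h and 42 h, 3 libraries per group. The authors aligned the reads with Bowtie 1.1.2 without mismatches and counted them per gene with HTSeq 0.6.0; the version of SAMtools is not given. The deposited full table gives raw counts per gene, whole numbers. The authors' full normalized table gives the signal as CPM of the effective library size, made with edgeR 3.18.1. For genes with identical copies the authors counted reads with exactly 2 placements, and the deposited duplicated table gives these as counts, a normalized table as signal in CPM, and an RPKM table scaled by coding length and the duplicated totals, without TMM factors. The authors tested genes with limma 3.32.2 and enriched terms with goseq 1.28.0.

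Here everything was computed from the deposited counts and RPKM values in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The library of control replicate 2 at 18 h, with 4606 counts in 2422 genes, was left out, as the authors did. The median total of the 11 libraries kept was 13289386 counts, and each had a count in 9814 to 9830 genes. Spread among replicates exceeded counting error, so errors were taken from replicates. TMM factors were 0.8056 to 1.111. Recomputed CPM values were checked against the authors' normalized values for 9683 genes (largest relative difference 4.97e-15) and 230 duplicated genes (5.11e-15). In the count table 14 entries for pseudogenes and plasmid genes were left out; they held 0.0576 to 0.344% of the counts. Mitochondrial genes held 0.935 to 4.66% of the counts per library.

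Genes were tested with edgeR's quasi-likelihood test, two-sided, in a model of the 4 groups with contrasts at 18 h, at 42 h and for the difference of both (the interaction), with Benjamini-Hochberg adjustment. Thresholds were an adjusted p of 0.05 and an absolute log2 fold change of 1, after the filter of 1 CPM in 3 libraries of a condition. Homeolog ratios were tested with limma on log2 ratios with a pseudocount of 0.5 and a minimum of 10 counts per pair and library. Besides the genes the paper names, the genes named are the 12 with the largest changes in each direction at each time that passed the thresholds, had complete separation of the libraries and reached a group mean of 10 CPM, and 6 pairs in each direction at each time; some are left out for space. Further members of the gene lists, and genes in passages on condition-specific expression, were picked as examples after the values were seen. The main tests, the first set of alternatives, the gene lists and this rule were fixed before the data were examined, but fold changes in the authors' Data Sets S4, S5 and S7 had been seen by then. Gene lists were written from S. cerevisiae gene names and matched to the 2976 genes with such a name in the part of the annotation at hand, so that each list covers only part of its group. No test of a list as a whole was made, because genes of a list vary together.

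The coding-length trend was estimated in every library with a spline of 5 degrees of freedom on the log of coding length. In a test on simulated data, 200 of 9672 genes were changed: edgeR found 50.75% of those changed by a log2 of 1, 98.51% at 2 and 100% at 3 at 18 h, with 3 of 9472 unchanged genes called, and 47.76%, 98.51% and 100% at 42 h with 1 called. The log2 of 1 equals the threshold, hence the lower share. Few genes were changed, up and down alike, so the test does not cover scaling when many genes change unevenly, as in the data. With a simulated length trend 603 of 9472 unchanged genes were called at 18 h, and 1 of 9483 after its removal. For pairs 77.61%, 97.01% and 100% were found at 18 h with 10 of 2403 unchanged called, and for duplicated genes 37.5%, 75% and 100% of 8 each with 0 of 206 called.

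Alternatives tried were limma-voom, DESeq2, RLE scaling, library totals without TMM, other filters, tests against a 2-fold minimum (glmTreat and limma's treat), all 12 libraries, each library left out in turn, other limits, pseudocounts and minimum counts for the ratio, and removal of the length trend. Removal of the length trend, library totals for gene lists and named genes, and the pairs of Data Set S3 alone were added after the values were seen. Leaving out a control library at 18 h leaves 1 library, whose spread was taken to equal that of the other groups. The authors' Data Sets S1 to S3, on annotation and homeologs, were at hand only in part (1994 of 10081 genes of the annotation and 1998 of 4139 homeolog pairs), so classes of genes that need the rest, and the enrichment of GO terms, were not analysed here. Fermentation profiles and the FDH phylogeny were not used here.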

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

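The tests of the length trend within pairs, of neighbouring pairs, of the response shared by both times, of replicate ranges of the length trend and of reads shared between FDH-like genes were chosen after the result was seen; the others were set earlier.

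The broader homeolog ratio in lactic acid was weighed against 3 technical causes. With every library thinned to the smallest total, the lowest SD of a lactic acid library still exceeded the highest of a control library by 0.0175, so counting noise does not explain it. Within 5 classes of coding length the SD was larger in lactic acid at both times, by at least 0.0201. The broadening was thus not confined to genes of some lengths. Homeologs of like length share a length trend, which then largely cancels in their ratio. A rise in every class was therefore likely in any case, and RNA integrity of the libraries as a cause was not tested by it. Ratio changes of neighbouring pairs were hardly correlated (rho 0.0174 at 18 h and 0.0908 at 42 h over 2403 neighbours; 1000 shuffles at 42 h gave -0.0639 to 0.0526), too little for gains or losses of chromosome segments to be the main cause. The changes at 18 h and 42 h were correlated across pairs (r = 0.398), which is consistent with a response shared by both times.

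The fall of the change at 18 h with coding length (rho -0.4971) was present at every expression level, at its weakest with rho -0.352 among 5 classes of level. Expression level therefore does not explain it. Over the 8963 of 9670 genes in no list rho was -0.491, so the listed genes alone do not carry it. The lists cover only part of their groups, so this cannot exclude gene function as a cause of the fall. Differences between libraries in RNA integrity or fragment length could cause it: the long-minus-short value was -0.872 to -0.932 in lactic acid at 18 h and 0.152 and 0.377 in control, while replicates differed by 0.225 in control and 0.060 in lactic acid at 18 h, and by up to 0.435 in lactic acid at 42 h, a share of 0.373 of the gap at 18 h. The data at hand cannot tell this from a biological effect on long genes. Measured RNA integrity numbers or coverage along transcripts would separate them.

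For the FDH-like genes, which were high in lactic acid at 18 h and mostly not at 42 h, reads shared between members do not explain the pattern, as the log2 fold changes at 42 h span 3.49 across the family, nor does coding length, as all 6 passed at 18 h after removal of the trend. The control level rose between the times, and for the genes lower at 42 h this rise made up at least 0.598 of the difference of responses. The change at 42 h may therefore reflect induction in the control after the diauxic shift as much as a fall in lactic acid.

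Responses differed between the times in many genes by edgeR's interaction test (adjusted p below 0.05): 2795 genes had a larger and 2407 a smaller log2 fold change at 42 h, among them 60 of 83 named genes checked for this. In counts from the interaction test, larger and smaller refer to the signed value, not to the strength of a response. Of the 79 ribosomal protein genes 71 had a lower, that is more negative, log2 fold change at 42 h. The median of the list was 0.566 at 18 h and -1.08 at 42 h. Between times 701 homeolog pairs (limma) and 114 duplicated genes differed. Of these 83, the genes with opposite changes that passed at both times were MET13 (E01670_A, difference 3.616; M04240_B, 3.553), the FDH-like genes F04070_N (-7.07), N02280_N (-6.282) and O01850_A (-4.236), and D01120_N (-4.728), of unknown function, whose rise at 18 h (0.65) did not pass after removal of the length trend (0.03). Other genes, such as MTH1/STD1, changed in opposite directions too. Each time has its own control, so a difference can come from either group.

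Beyond the paper's own analyses, 8 of 11 tested genes of glycolysis and fermentation and 8 of 8 in the pentose phosphate list were lower at 18 h, 10 of 17 heat shock and chaperone genes were higher at 42 h, and B09945_N, a reading frame of unknown function, had a log2 fold change of -7.37 at 42 h.

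Among the 10 ways to split the 6 libraries at 42 h into 3 and 3, only the real one called many items: 1642 genes, 1206 pairs and 56 duplicated genes, against at most 0, 1 and 0 in any other. So 1 split of 10 reached the real count in each case, and 10 splits are too few for a share below 0.05. At 18 h only 2 control libraries remain and no splits were made. Every group has fewer than 4 samples, so no test for single unusual samples was made.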

How the results depend on the processing

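Many of the main results depend on the setting; where no cause is named, it was not tested. With library totals in place of TMM, 1041 genes were upregulated at 18 h and 340 at 42 h, and 1893 downregulated at 42 h (412, 683 and 959 in the main analysis), the interaction gave 1256 larger and 4630 smaller responses (2795 and 2407), 21 duplicated genes were lower at 42 h (32), and 7 complex IV genes were higher at 42 h (11); the shift of the median moves all genes alike. With all 12 libraries 981 genes were upregulated at 18 h, the difference of the unbalanced share at 18 h was 2.94 points (17.5) and that of the SD -0.00142, reversed (0.0344), since the library of few counts has noisy ratios; 31 pairs could be tested, 6 toward A and 5 toward B at 18 h and 2 and 2 at 42 h. Tests against a 2-fold minimum called fewer genes: glmTreat 149 up and 1182 down at 18 h and 263 and 296 at 42 h, and limma-voom treat 97 and 843, and 186 and 178. The adjusted p alone gave 3442 and 3413 at 18 h and 2730 and 3215 at 42 h. Settings added later were limma-voom treat on the authors' normalized values (145 and 588; 110 and 590), the same on library totals (154 and 619; 116 and 617) and limma-voom on the normalized values (953 at 18 h; 305 and 1886 at 42 h). Limits of 0.33 and 0.67 gave differences of the unbalanced share of 7.93 and 5.99 points at 18 h and 42 h (14.8 at 42 h in the main analysis); the lactic acid value of A set against the control value of B gave 41.6 and 30.5 points, and a share of pairs led by A in lactic acid at 42 h of 46.4%, reversed (52.5%). That share was 52.3% without gene length, 51.3% with 20 CPM or more for both homeologs and 52.7% on the pairs of Data Set S3 at hand; with 20 CPM the shares in control were 49.6% and 49.9%, reversed (50.8% and 51.2%). Removal of the length trend left 7 complex IV genes (12) and 7 ribosomal protein genes (56) higher at 18 h. With 3 libraries of the same time required, 22 genes were expressed in lactic acid only (36). In a model with replicate block, although replicate numbers do not pair (in 7 of 15 pairs of libraries with the same number was the correlation of residuals above 0.1), 420 and 1993 genes were called at 18 h and 668 and 987 at 42 h. BZL39_D07410 at 42 h had -1.56, without lactic acid replicate 1 -2.25 and, without control replicate 1, 1.46, reversed; it did not pass in the main analysis.

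With each library left out in turn, the lowest and highest values were, at 18 h and 42 h: upregulated genes 376 to 571 and 602 to 692, downregulated 1888 to 2111 and 926 to 1299 (without lactic acid replicate 1), interaction 2210 to 3118 larger and 1884 to 2748 smaller, difference of the SD 0.0294 to 0.0361 and 0.0237 to 0.0298, of the unbalanced share 15.6 to 18.6 and 13.0 to 16.9 points, pairs toward A 369 to 566 and 493 to 633, toward B 291 to 481 and 482 to 619, duplicated genes higher 17 to 22 and 20 to 25, lower 34 to 42 and 26 to 36, Haa1 genes higher 23 to 34 and 40 to 45, Aft1/Aft2 genes higher 21 to 28 and 28 to 31, and ribosomal protein genes higher at 18 h 9 to 59. Expressed genes were 9666 to 9681 in either condition, 14 to 69 in control only, 26 to 73 in lactic acid only and 404 to 419 in neither. Shares of pairs led by A were 49.6% (without control replicate 1, reversed) to 50.8% in control at 18 h, 51.9% to 52.9% in lactic acid at 18 h, 50.8% to 51.6% in control at 42 h and 52.0% to 52.5% in lactic acid at 42 h.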

Differences from the paper's values

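Numbers of differentially expressed genes are larger here. The paper gives 227 upregulated genes in all, here 954; 117 at 18 h only, here 271; 83 at 42 h only, here 542; and 27 at both times, here 141. It gives 1019 downregulated genes, here 2464; 430 at 18 h only, here 1505; and 158 at both times, here 495; the paper's 431 at 42 h only and 464 here are close. The paper states thresholds of 0.05 and a log2 of 1, which were used here as 2 separate conditions. Among the alternatives set before the data were examined, tests against a 2-fold minimum came near some values: glmTreat gave 133 downregulated at both times and 1345 downregulated in all, and limma-voom treat gave 25 and 258 upregulated at both times and in all and 961 downregulated in all. None of them gave the paper's values for 42 h only or for 430. Chosen after the values were seen, limma-voom treat on the authors' normalized values gave 228, 118, 83 and 27 upregulated and 1020, 430 and 158 downregulated, and drops none of the genes in the authors' list; on library totals it gave 239, 123, 85 and 31, and 1067, 450 and 169, and drops none. Of the authors' genes limma-voom treat drops 0 of 586 and 50 of 144 at 18 h (down and up) and 411 of 589 and 1 at 42 h, and glmTreat 0, 7, 294 and 0; edgeR as used here calls all of them in the same direction. The authors' fold changes differ from those of edgeR here by a median of 0.235 (down) and 0.202 (up) at 18 h and -0.318 and -0.353 at 42 h. That is the size of the shift between library totals and TMM. Against limma-voom treat on the authors' normalized values the medians were -6.79e-08 and 4.13e-07, and 1.40e-07 and 6.47e-07. That setting thus gave back the authors' fold changes for these genes, with counts close to theirs. The paper does not state such a test.

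For the homeolog ratio the paper has 4136 pairs and here 2622 were used, as the tables were at hand in part. The paper's skew in control at 18 h is -0.045, here 0.0630. The paper's corrected p for the lead of A is 0.041 in lactic acid at 18 h, here 0.0651, and 0.465 in lactic acid at 42 h, here 0.0420; no alternative set before the data were examined gives the paper's values. The paper calls the skew negative in every group, and here it is positive in control at 18 h. On the pairs of Data Set S3 alone it is positive in control and lactic acid at 18 h (0.0108 and 0.00753) and at 42 h (0.0785 and 0.0407). Every skew over all 2622 pairs is smaller than its bootstrap standard error. For the library left out the paper gives 5.9 M reads, and the deposited counts total 0.004606 M. For the others it gives a mean of 30.5 M, here 12.85 M counts. Reads and counts assigned to genes are different quantities, but that does not account for so few counts from 5.9 M reads. The mismatch remains unexplained.

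Statements on single genes differ as well. The calls here use 2 separate conditions and TMM. The setting that gave back the authors' fold changes tests against a 2-fold minimum on other scaling. A difference from the paper below can therefore come from the test or the scaling. DLD2, unchanged in the paper, was higher at 42 h here (edgeR log2 fold changes 0.92 and 1.04, adjusted p = 0.000562 and 0.000243). The thresholds are unlike, since the paper asks for a log2 of 1, which the first of these values does not reach. Both values come from a common pool of reads split between identical copies. N00190_A, upregulated only at 18 h in the paper, rose at 42 h too (1.20; 0.88, below 2-fold, with library totals in place of TMM), and STL1 and the FIT2 homolog A10020_N, specific to 42 h in the paper, rose at 18 h too (1.71 and 2.47). The 18 h value of A10020_N did not pass after removal of the length trend (1.96). G00240_N, upregulated in the paper, did not change (0.26 and 0.20), but passed at 18 h with library totals in place of TMM (0.48) or all 12 libraries (0.46). AFT1/AFT2, downregulated at both times in the paper, did not change at 42 h (0.03 for C01350_N and -0.27 for K01260_N), and CCC2 (A08440_B), upregulated at both, did not pass at 18 h (0.37). PFK27 is described as up at 18 h and down at 42 h, and here L03420_B passed only at 18 h and C06780_A only at 42 h. With library totals the median of all genes moves from 0.0684 to 0.285 at 18 h and from -0.0593 to -0.386 at 42 h. Values of PFK27, CCC2 and AFT1/AFT2 on library totals are not given here, so these differences may reflect the scaling.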

Other observations

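Most tested genes of glycolysis and the pentose phosphate pathway were lower in lactic acid at 18 h. Enolase (ENO1/ENO2, A08220_B) went from 7101 ± 1295 to 847 ± 69.9 CPM at 18 h (SD, n = 2 and 3), with edgeR log2 fold changes of -3.07 ± 0.17 (adjusted p = 9.66e-08) and -0.20 ± 0.149 (adjusted p = 0.268) at 42 h. PGI1, for phosphoglucose isomerase (A04580_B), had -2.26 ± 0.212 and 0.10 ± 0.19 (adjusted p = 0.668) in edgeR, pyruvate kinase (A00760_A) -3.83 ± 0.209 and -0.38 ± 0.184 (adjusted p = 0.0932), and transketolase (TKL1/TKL2, G02250_A) -1.99 ± 0.172 and 0.51 ± 0.155 (adjusted p = 0.0131). Of 11 tested glycolysis genes 8 were lower at 18 h, over all genes tested and over the list alone, with a median log2 fold change of -2.20 where the length trend gives -0.195 (median length 1314 nt), and 8 after its removal. At 42 h 2 of the 11 were lower, and 6 with library totals in place of TMM. All 8 tested genes of the pentose phosphate list were lower at 18 h, by either adjustment and after removal of the trend (median -1.87, length trend -0.156, median length 1276.5 nt); at 42 h 3 were higher, 5 in DESeq2 and 1 with library totals in place of TMM. The list lacks GND1/GND2 (D02800_B), given above, whose name is not in the part of the annotation at hand and which did not pass at 18 h in the main analysis (0.24).

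Some chaperone genes were higher at 42 h. APJ1 (G02980_B) had edgeR log2 fold changes of -0.32 ± 0.226 (adjusted p = 0.217) at 18 h and 1.89 ± 0.204 (adjusted p = 1.51e-05) at 42 h, CPR6 (B05320_A) 0.34 ± 0.471 (adjusted p = 0.53) and 1.87 ± 0.432, and the Hsp70 gene SSA3/SSA4 (B07710_A) -0.71 ± 0.284 (adjusted p = 0.0413) and 1.45 ± 0.254; the Hsp90 gene HSC82/HSP82 (A03620_N) fell at 18 h (-2.78 ± 0.213). Of 17 tested heat shock and chaperone genes 10 were higher and 1 lower at 42 h, over all genes tested and over the list alone, and as many after removal of the length trend (median length 1302 nt). With library totals in place of TMM 8 were higher and 2 lower. STE4, for the G protein beta subunit of mating (H04480_B), was downregulated at 42 h (-2.13 ± 0.112 in edgeR). Of 11 tested mating genes 8 were lower and 0 higher at 42 h, over all genes tested and over the list alone (median length 2160 nt), with 6 after removal of the trend. In ergosterol synthesis ERG10 (B02650_A) was downregulated at both times (-2.63 ± 0.124 and -1.24 ± 0.114 in edgeR), and ERG24 (A02940_B) at 42 h (-1.76 ± 0.171), but the list as a whole was mixed. Of 14 tested ergosterol genes 2 were higher and 5 lower at 18 h and 5 higher and 6 lower at 42 h, over all genes tested and over the list alone (median length 1254 nt).

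Duplicated genes changed too, by edgeR on the duplicated counts: 20 were upregulated and 41 downregulated at 18 h and 24 and 32 at 42 h, 6 and 18 of them at both times, of 230 tested. Identical copies split a common pool of reads, so a sequence can count more than once in these numbers. A neutral amino acid permease (I00100_B) rose by 3.95 ± 0.293 (adjusted p = 7.92e-07) at 18 h and 1.10 ± 0.225 (adjusted p = 0.00133) at 42 h, and a copper-zinc superoxide dismutase (H06290_A) by 2.90 ± 0.243 and 0.88 ± 0.194 in edgeR. CYC7/CYC1, for cytochrome c (H04910_B), rose at 18 h (1.98 ± 0.213 in edgeR), and GAL10, for UDP-glucose 4-epimerase (J02020_A), at 42 h (2.59 ± 0.184). RPG1, for a subunit of translation initiation factor 3 (F04680_B), fell at both times (-2.83 ± 0.105 and -1.46 ± 0.0951 in edgeR), and RPL6 (I03990_A) was higher at 18 h and fell at 42 h (0.44 ± 0.127, adjusted p = 0.0102 and -1.63 ± 0.116).

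Some of the largest changes at 42 h are in genes outside the paper's text. B09945_N (chromosome 2, 1918710 to 1918880) went from 78.4 ± 9.81 to 0.461 ± 0.060 CPM (SD, n = 3). H04990_N, of unknown function, went from 44.0 ± 4.05 to 734 ± 209 CPM, an edgeR log2 fold change of 4.06 ± 0.297 (adjusted p = 1.17e-06), and SPO24, for a small protein made in sporulation (O02620_A), from 199 ± 19.4 to 2650.0 ± 664 CPM (3.74 ± 0.42, adjusted p = 1.95e-05). I05810_A, related to the cyanamide hydratase Ddi3, changed by -4.02 ± 0.177 in edgeR. The lower glycolytic and pentose phosphate transcripts at 18 h may go with the slower glucose consumption that the paper reports in lactic acid, and the counts of 8 and 8 did not depend on the length trend. The tests needed to separate this from a growth rate effect, such as a control grown at the same lower rate, were not part of the data.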
